# Cellular senescence contributes to mechanical ventilation-induced diaphragm dysfunction by upregulating p53 signalling pathways

**DOI:** 10.1186/s12890-023-02662-7

**Published:** 2023-12-14

**Authors:** Weimin Shen, Ye Jiang, Ying Xu, Xiaoli Qian, Jianwei Jia, Yuejia Ding, Yuhan He, Qing Pan, Jinyang Zhuang, Huiqing Ge, Peifeng Xu

**Keywords:** Mechanical ventilation, Diaphragm dysfunction, Cellular senescence, p53-p21 axis

## Abstract

**Background:**

Mechanical ventilation can cause acute atrophy and injury in the diaphragm, which are related to adverse clinical results. However, the underlying mechanisms of ventilation-induced diaphragm dysfunction (VIDD) have not been well elucidated. The current study aimed to explore the role of cellular senescence in VIDD.

**Methods:**

A total of twelve New Zealand rabbits were randomly divided into 2 groups: (1) spontaneously breathing anaesthetized animals (the CON group) and (2) mechanically ventilated animals (for 48 h) in V-ACV mode (the MV group). Respiratory parameters were collected during ventilation. Diaphragm were collected for further analyses.

**Results:**

Compared to those in the CON group, the percentage and density of sarcomere disruption in the MV group were much higher (*p* < 0.001, both). The mRNA expression of MAFbx and MuRF1 was upregulated in the MV group (*p* = 0.003 and *p* = 0.006, respectively). Compared to that in the CON group, the expression of MAFbx and MuRF1 detected by western blotting was also upregulated (*p* = 0.02 and *p* = 0.03, respectively). Moreover, RNA-seq showed that genes associated with senescence were remarkably enriched in the MV group. The mRNA expression of related genes was further verified by q-PCR (Pai1: *p* = 0.009; MMP9: *p* = 0.008). Transverse cross-sections of diaphragm myofibrils in the MV group showed more intensive positive staining of SA-βGal than those in the CON group. p53-p21 axis signalling was elevated in the MV group. The mRNA expression of p53 and p21 was significantly upregulated (*p* = 0.02 and *p* = 0.05, respectively). The western blot results also showed upregulation of p53 and p21 protein expression (*p* = 0.03 and *p* = 0.05, respectively). Moreover, the p21-positive staining in immunofluorescence and immunohistochemistry in the MV group was much more intense than that in the CON group (*p* < 0.001, both).

**Conclusions:**

In a rabbit model, we demonstrated that mechanical ventilation in A/C mode for 48 h can still significantly induce ultrastructural damage and atrophy of the diaphragm. Moreover, p53-dependent senescence might play a role in mechanical ventilation-induced dysfunction. These findings might provide novel therapeutic targets for VIDD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12890-023-02662-7.

## Introduction

Mechanical ventilation is widely adopted as a medical procedure that can be a life-saving supportive therapy for acute respiratory failure patients. However, several studies have established that prolonged mechanical ventilation can lead to a complication termed ventilation-induced diaphragm dysfunction (VIDD), making it difficult for patients to wean from the ventilator [1, 2]. Specifically, inappropriate mechanical ventilation leads to diaphragm muscle atrophy and weakness.

Our understanding of VIDD has grown rapidly over the past few decades. Since it was first suggested that prolonged mechanical ventilation contributes to infant diaphragm dysfunction in 1988 [3], numerous studies on animal and human models have confirmed that controlled mechanical ventilation (CMV) not only leads to impaired force-generating capacity but also induces muscle atrophy and structural injury in the diaphragm [4–7]. In previous studies, findings have shown that an imbalance in diaphragm protein homeostasis is the underlying molecular mechanism of VIDD, which corresponds to decreased protein synthesis and increased protein degradation [6, 8, 9]. The activation of the ubiquitin proteasome system (UPS) induced by mitochondrial oxidative stress (MOS) is considered to play a potent role in diaphragm protein degradation and atrophy [10, 11]. Additionally, other molecular events have also been shown to be involved in the pathogenesis of VIDD, such as autophagy, apoptosis, and calpain activity [5, 12–14].

Most previous studies on VIDD have focused on the controlled mechanical ventilation (CMV) mode. In this mode, animals are under deep anesthesia, which can help eliminate the diaphragmatic electrical activity to reveal the mechanism of VIDD [15, 16]. Moreover, this ventilator-induced diaphragmatic dysfunction is significantly correlated with the duration of mechanical ventilation [17]. Therefore, compared with the short-term mechanical ventilation model (less than 24 h), the establishment of a long-term model will be more in line with clinical practice for the study of diaphragmatic dysfunction. In addition, previous studies have confirmed that, compared with CMV, assisted-controlled ventilation (ACV) retains the nerve stimulation and contractile activity of the diaphragm, thus exerting a certain protective effect on the diaphragm [18]. However, this protective effect can only alleviate diaphragm atrophy to a certain extent. In fact, diaphragmatic dysfunction is still difficult to avoid after prolonged exposure to ACV mode. As the most commonly used mode of mechanical ventilation in intensive care units, attention to the mechanism of diaphragmatic dysfunction during long-term ACV is expected to provide new ideas for preventing VIDD and improving clinical outcomes of patients [19]. Therefore, in our current study, we focus on the effect of long-term continuous ACV on the diaphragm, which may more consistent with clinical practice. In this study, we found that cellular senescence is a novel molecular event contributing to the development of VIDD in the ACV mode for 48 h.

Cellular senescence is defined as a permanent arrest of the cell cycle that mainly manifests with increased activity of senescence-related β-galactosidase, the involvement of multiple cyclin-dependent kinase inhibitors (CDKi), increased secretion of proinflammatory cytokines and other features [20]. It enhances tissue/organ remodelling in the process of development and injury repair but can also cause decreased regenerative potential and tissue function, leading to inflammation and tumorigenesis in aged organisms [20]. In muscle repair, senescence plays both beneficial and detrimental roles [21–23]. On the one hand, the senescence-associated secretory phenotype (SASP) enables skeletal muscle reprogramming and promotes stemness and cell plasticity [21, 24, 25]. On the other hand, p53‐dependent persistent senescence is pernicious during the process of muscle repair [23]. As one of the most well-established downstream targets of p53, p21 is crucial for p53-dependent cell cycle arrest mediation. Stress-induced p53-dependent induction of p21 inhibits CDK2-mediated RB phosphorylation to promote cell cycle arrest [26]. Other studies have also indicated that upregulated p53 and p21 protein levels contribute to the diaphragm dysfunction induced by cigarette smoke exposure [27].

In this context, the current study aimed to determine the role of p53 signalling pathways in inducing cellular senescence in the diaphragm during mechanical ventilation. The findings may help elucidate the cause of VIDD.

## Materials and methods

### Study design

The research was conducted with the approval of the Animal Experiments Committee of the Zhejiang University School of Medicine, Zhejiang, China. A total of twelve New Zealand white rabbits (six per group) weighing 2.0 to 2.5 kg were studied. All animals were randomly divided into two groups.

Animals were under general anaesthesia with 35 mg/kg sodium pentobarbital by intraperitoneal injection. After reaching the surgical anaesthesia level, the animals were weighed and intubated through tracheostomy. Two No. 20 catheters were placed in two ear marginal veins for liquid and drug administration. One of the catheters was used for normal saline (0.9% normal saline), and the other catheter was used for intravenous dexmedetomidine (0.2–0.7 µg/kg/h) delivery by a micropump. Mild sedation was provided, and the drinking reflex was protected to ensure consistency with clinical conditions and reduce the respiratory effect of sedatives. Arterial blood gas parameters were collected after 48 h. The experimental ventilator was an SV800 ventilator (neonatal type: Mindray, Shenzhen, China) with a neonate circuit. The ventilator settings were as follows: volume control mode, tidal volume 8ml/kg, respiratory rate 40–50 bpm, and PEEP level of 0 cmH_2_O. During the experiment, the pressure and airflow waveforms of the ventilator were collected through the RS-232 output port of the ventilator, and the respiratory parameters were continuously recorded (Respcare™, Hangzhou ZhiRuiSi, China). All operations were performed using aseptic techniques. Each rabbit was insulated with a heated electric blanket. The experimental duration was 2 days. For animals receiving mechanical ventilation for 48 h, a feeding tube was inserted into the stomach through an incision in the oesophagus.

After 48 h, the animals were euthanized with an overdose of sodium pentobarbital, and the diaphragm muscles were carefully dissected. The diaphragm specimens were divided into three parts: one was treated with 2.5% glutaraldehyde for ultrastructural observation, another was immersed in 4% paraformaldehyde at 4 °C overnight for paraffin embedding, and the third was immediately frozen in liquid nitrogen and stored at -80 °C.

### Ultrastructural observations

Tissues of the diaphragm were cut into 1-1.5 mm^3^ slices and then fixed in 2.5% glutaraldehyde at 4 °C for 12 h. Then, the samples were fixed, dehydrated, dried and sectioned according to standard methods. Eventually, the ultrastructure of the diaphragmatic sarcomeres was observed under a transmission electron microscope (TEM) (JEM-1230; JEOL Company, Japan), and photomicrographs were taken. Morphological analysis was performed at a magnification of ×10,000, and five fields of view were randomly selected from each sample for statistical analysis. To quantify the injury, the density (n/100 µm^2^) and proportion (n/total number of sarcomeres) of disrupted sarcomeres were normalized to the micrographic area.

### SA-βGal staining

First, quick-frozen diaphragm muscle samples were cut into 20-µm cross-sections. An appropriate volume of β-galactosidase staining fixative was added to every section to fix the tissues. Then, tissues were incubated overnight at 37 °C in an SA-βGal staining solution (C0602, Beyotime Inc., China). Under an ordinary optical microscope (Olympus BX61, Tokyo, Japan), the blue-stained cells were senescent cells.

### Immunofluorescence (IF)

The diaphragm tissue was fixed in 4% paraformaldehyde at 4 °C for 24 h and then embedded in paraffin. Eight-micrometer cross-sections were prepared and incubated with a primary antibody against p21 (ab107099, 1:200, Abcam, Britain) at 4 °C overnight. The washed tissues were incubated with mixtures of secondary antibody (A-11,081, 1:500, Invitrogen, United States), wheat germ agglutinin (W11261, 1:1000, Invitrogen, United States) and Hoechst (H1399, 1:500, Invitrogen, United States) for 60 min and then observed under an Olympus microscope (Olympus IX83-FV3000-OSR, Tokyo, Japan).

### Immunohistochemistry (IHC)

The sample is prepared as described above. The tissue slides were deparaffinized by xylene, and rehydrated by Gradient concentration of alcohol. After rinsing in distilled water, 3% H_2_O_2_ solution was utilized to block endogenous peroxidase activity of tissue slide. The tissues slides were then incubated with a primary antibody against p21 (10355-1-AP, 1:200, proteintech, China) overnight at 4 °C. The washed tissues were incubated with secondary antibody (ab205718, 1:1000, Abcam, Britain) at 4 °C for 60 min. The hematoxylin was utilized to counterstain tissue slides for 2 min and then tissue slides were observed under microscope (Olympus VS200, Tokyo, Japan).

### Quantitative RT‒qPCR

Total RNA from diaphragm tissues was extracted by an AxyPrep Multisource Total RNA Maxiprep Kit (AP-MX-MS-RNA-10G, Axygen, United States) and reverse-transcribed into cDNA using the HiScript® II Reverse Transcriptase Kit (R223, Vazyme, China). Real-time PCR was carried out by applying ChamQ Universal SYBR qPCR Master Mix (Q711, Vazyme, China) following the manufacturer’s protocol. For each sample, the 2^−∆∆Ct^ method was used to evaluate the mRNA abundance for target genes, and GAPDH was adopted as the housekeeping gene. The respective primers are shown in Table 1.

**Table 1:** Primers used in Quantitative RT-qPCR study

Gene	Forward Primer	Reverse Primer
ANKRD1	CGCCCGAGATAAGTTGCTCA	TTCTCGGTCTTTGGCGTTCA
CHEK2	GGACCCAAAGGTGCGTCTTA	TGTGGCCTCAGCATTCTCTG
GAPDH	TAAGAGCCCTCAAACCACCG	AAGAGGGGCAGATTCTCAGC
MAFbx	CCACGCTCTCGTTTCAGACT	CCAAGGGGGCAACTCATTCT
MMP9	GTGTGAGTACCCGGAACGAG	TGTATCCGGCAAACTGGTCC
MuRF1	TGCTCAGAGAGCAGGGAGTA	TTCCAATCCGGGTTCAGTGG
p21	GAAGGGCGTGGATAGCACTT	GTGCCCATCTCAGAGTCACC
p53	CTCCTGAGGACTGGCGAC	AGCCAGTTTGCAACGTCTTC
Pai1	CCACGGATGCCATCTTCGT	AAAGTCCACCTGCTTGACCG

### Western blot analysis

The diaphragm protein lysates were separated by SDS‒PAGE and then transferred to a polyvinylidene fluoride membrane (IPVH00010, Millipore, United States). The membranes were clipped according to target proteins molecular weight position on the instruction of the protein marker. After that, the membrane was blocked with blocking buffer for 90 min at 25 °C and then incubated at 4 °C for 18 h with the following primary antibodies: p21 (sc-53,870, 1:1000, Santa Cruz, United States), p53 (sc-100, 1:1000, Santa Cruz, United States), MAFbx (ET7109-25, 1:1000, HuaAn Biotechnology, China), MuRF-1 (A3101, 1:1000, ABclonal, China) and Tubulin (M1305-2, 1:5000, HuaAn Biotechnology, China). After incubation with secondary antibodies (1:5000, Beyotime Inc., China), bands were visible on the membrane with the aid of enhanced chemiluminescence (ECL) reagent. Tubulin and GAPDH were used as loading controls. ImageJ software was utilized for quantitative analysis.

### RNA-seq analysis

Total RNA was extracted and purified, and RNA with an RNA integrity number (RIN) > 7 was used for RNA-seq analysis. After that, the libraries were constructed, and 2 × 150 bp paired-end sequencing (PE150) was performed on an Illumina NovaSeq™ 6000 (LC Biotechnology Co., Ltd. Hangzhou, China) following the protocol. Finally, significant differences in the differentially expressed mRNAs and GO enrichment analyses were performed.

### Statistical analysis

Comparisons between two groups were conducted by unpaired Student’s t tests, and the values are presented as the means ± SDs. Statistical significance was considered when the *p* value was less than 0.05 by SPSS 19.0 statistical software, and GraphPad Prism 9.0 was used to generate graphs.

## Results

### Physiological measurements and respiratory monitoring

The initial body weights between the CON group and the MV group were 2.38 ± 0.03 kg and 2.42 ± 0.03 kg respectively. We monitored the respiratory parameters throughout the process of model establishment (Fig. 1). All the respiratory parameters were monitored with animals anaesthetized under light sedation and myorelaxation-free conditions. During the model establishment, we recorded 109985.33 ± 10159.28 respiratory cycles in each rabbit of the MV group. The inspiration/expiration ratio (I: E) was 0.68 ± 0.12 and respiratory rate was 40.68 ± 0.65. The tidal volume was 21.95 ± 1.67 ml and total minute ventilation (V_e tot_) was 0.89 ± 0.06 L/min. The respiratory driven pressure (DP) of rabbits in the MV group was 12.14 ± 1.2 cmH_2_O and the mechanical power (MP) was 0.77 ± 0.11 J/min. After mechanical ventilated for 48 h, we analyzed the blood gas of each rabbit. As shown in Table 2, the physiological parameters were stably maintained in all animals. The results of the blood gas parameters were not significantly different between the CON group and the MV group.

**Table 2:** Body weight and blood gas analysis in the CON group and the MV group Data are expressed as mean ± SD.

	CON	MV	*P*
Body weight(kg)	2.38 ± 0.03	2.42 ± 0.30	0.802
Lac(mmol/L)	3.17 ± 0.51	3.37 ± 2.01	0.818
PH	7.35 ± 0.03	7.32 ± 0.17	0.720
HCO_3_^−^(mmol/L)	26.87 ± 4.60	22.23 ± 6.75	0.195
PaCO_2_ (mmHg)	48.93 ± 6.22	43.40 ± 12.53	0.355
PaO_2_ (mmHg)	54.87 ± 24.13	50.57 ± 17.90	0.733
FiO2(%)	21.00	21.00	NA
PaO_2_/FiO_2_ (mmHg)	261.27 ± 114.89	240.79 ± 85.23	0.733

**Fig. 1:**
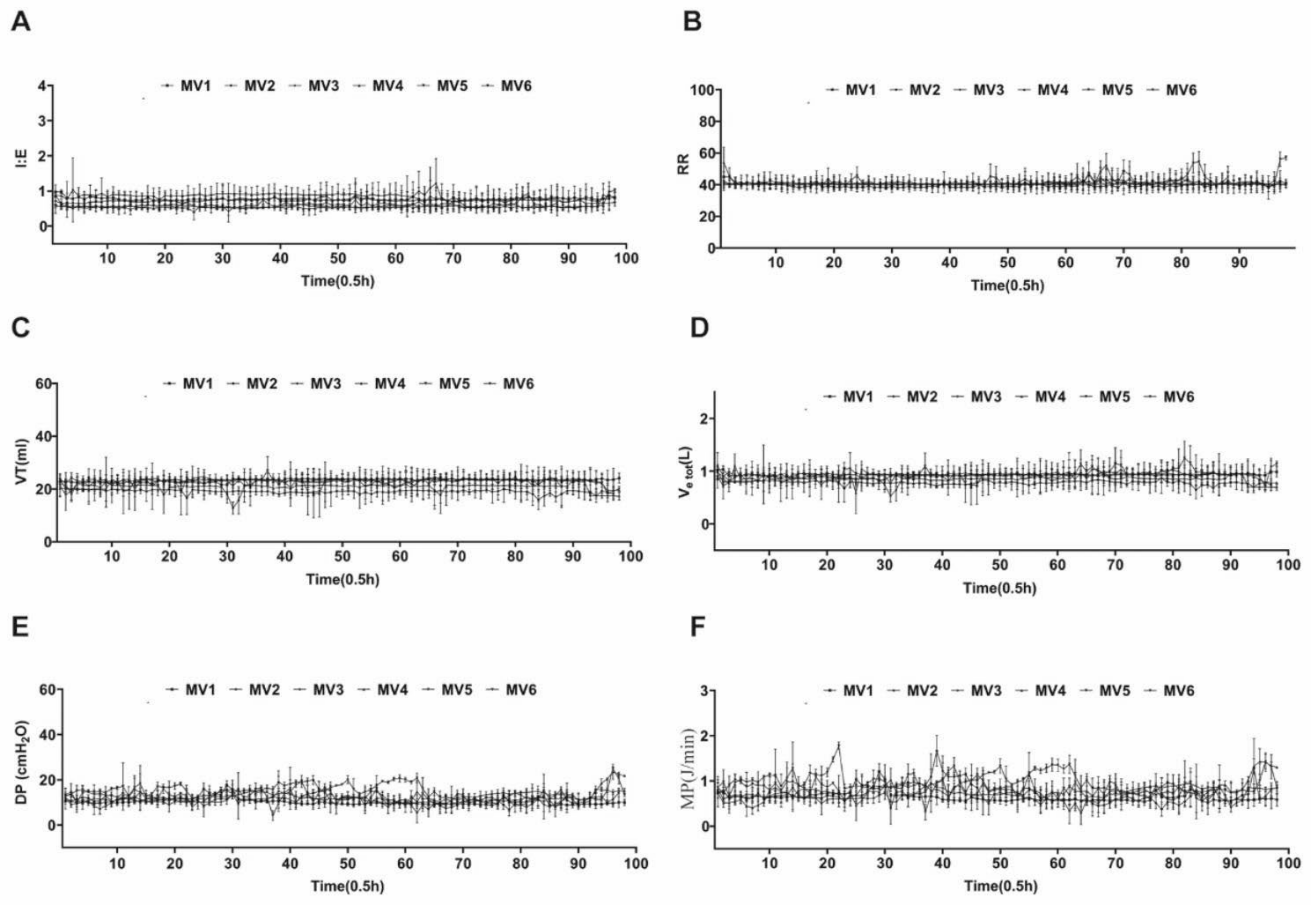
Respiratory parameter monitoring during model establishment. **(A)** Respiratory parameter monitoring of I: E. **(B)** Respiratory parameter monitoring of RR. **(C)** Respiratory parameter monitoring of VT (ml). **(D)** Respiratory parameter monitoring of V_e tot_ (L/min). **(E)** Respiratory parameter monitoring of DP (cmH_2_O). **(F)** Respiratory parameter monitoring of MP (J/min)

### Mechanical ventilation leads to diaphragm injuries and atrophy in healthy rabbits

As shown in Fig. 2A, TEM observations revealed that the ultrastructure of diaphragms in the MV group was altered. Diaphragms in the CON group rabbits showed normal myofibrillar ultrastructure with no anomalies of mitochondrial morphology. However, we observed myofibril fragmentation with a large interfibrillar space and sarcomere disruption on the diaphragms in the MV group. At higher magnification (×30,000), we found that mitochondria presented a disrupted external membrane and blurred internal cristae in the MV group. Morphometric analysis of the diaphragms demonstrated that, compared to those in the CON group, the percentage and density of sarcomere disruption in the MV group were significantly higher (12.28 ± 3.02 and 27.39 ± 6.48, respectively, *p* < 0.001; 6.89 ± 2.25 and 13.20 ± 3.39, respectively, *p* < 0.001) (Fig. 2B-C).

The specific E3 ubiquitin ligases MAFbx and MuRF1 are important regulators of muscle atrophy. Thus, we investigated the mRNA expression of MAFbx and MuRF1 between the CON and MV groups. The qPCR results showed that the mRNA expression of MAFbx and MuRF1 in the MV group was greatly upregulated (0.89 ± 0.55 and 6.87 ± 2.79, respectively, *p* = 0.003; 1.24 ± 0.96 and 8.22 ± 4.80, respectively, *p* = 0.006). Moreover, the western blot results of MAFbx and MuRF1 showed the same trend (1.00 ± 0.35 and 3.78 ± 0.52, respectively, *p* = 0.02; 1.00 ± 0.11 and 1.31 ± 0.13, respectively, *p* = 0.03), indicating diaphragm protein degradation in rabbits after mechanical ventilation (Fig. 2D-I).

**Fig. 2:**
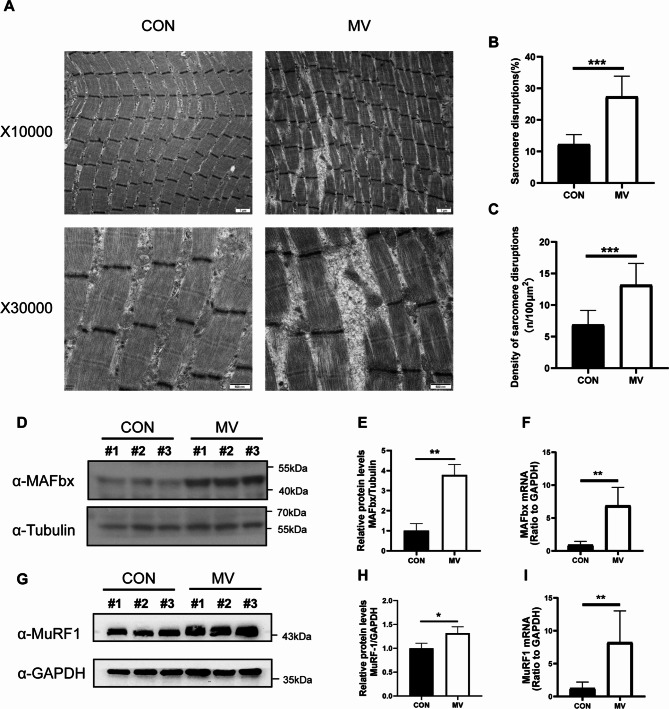
Mechanical ventilation leads to diaphragm injuries and protein degradation. **(A-C)** TEM revealed ultrastructure damage to the diaphragms. Scale bar = 1 μm/500 nm. **(D-E and G-H)** Diaphragm protein lysates of the two groups were detected by Western blotting, and the expression of MAFbx and MuRF1 was quantified. (Before incubated with antibodies, the membranes were clipped according to target proteins molecular weight position on the instruction of the protein marker. Full-length blots are presented in Supplementary Fig. 3). **(F and I)** Diaphragms of the two groups were detected by qPCR to analyse MAFbx and MuRF1 expression. Values are represented as the mean ± SD. n = 6. (*p < 0.05, **p < 0.01, ***p < 0.001)

### Cellular senescence participates in ventilation-induced diaphragm dysfunction

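Diaphragm RNA was sequenced from the CON group, anaesthetized rabbits that breathed spontaneously, and from the MV group, rabbits ventilated for 48 h in volume control mode at a positive end-expiratory pressure (PEEP, the pressure left in the airway at the end of a breath) of 0 cmH2O, with 3 libraries per group. Poly(A) RNA was made into stranded libraries and read as pairs on an Illumina NovaSeq. The authors trimmed the reads with cutadapt 1.9, aligned them with HISAT2 2.0.4 to the rabbit assembly OryCun 2.0 and name StringTie 1.3.4d for expression; the program that made the counts is not named. The table holds 29076 genes, with a whole-number count and an FPKM (fragments scaled to transcript length and library size) for each gene and library. The total counts were 31791693, 25524766 and 21646702 in CON replicates 1, 2 and 3, and 24670232, 43174153 and 43697018 in MV replicates 1, 2 and 3. FPKM stands at 0.0001 wherever the count is 0, which holds in every library for 9125 genes. Of the counts from 1 to 12, 54.3% were 4, 8 or 12. The table also holds 3 libraries of rabbits ventilated with PEEP, which the article does not report; in these passages they enter the filter on low values, the spread between libraries and the means on which list values are centred. The 12981 genes with a mean FPKM of at least 0.5 over the 9 libraries were tested with edgeR's quasi-likelihood test on counts scaled by TMM, with 1 mean per group, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists fixed before the data were examined were tested with camera, which compares a list with all other genes, at a preset correlation of 0.01 between genes. An exact permutation test of 3 libraries against 3 cannot give a 2-sided p below 0.1. The labels call the libraries replicates and the legend of Fig. 3 gives n = 3, without stating in words that each library came from another rabbit, so the p-values measure the spread between these libraries. The common biological coefficient of variation was 0.552. In counts simulated on this comparison with 12981 genes, edgeR found 33 of 50 genes changed by 8-fold, 10 of 50 changed by 4-fold and 0 of 50 changed by 2-fold at an adjusted p of 0.05, with 3 false calls.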

According to the RNA-seq results, we identified a total of 1018 differentially regulated genes among 29,076 genes. Among these, the levels of 499 genes were upregulated and 519 were downregulated in the MV group (Fig. 3A). 

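AQP7, a channel for water and glycerol, had an FPKM of 28.3 ± 4.08 in the MV group and 3.11 ± 1.68 in the CON group (SD, n = 3 each), a log2 fold change of 3.08 (standard error 0.42). PLIN2, a protein of the lipid droplet surface, stood at 107 ± 72.7 and 7.73 ± 0.985 FPKM (log2 fold change 3.80, standard error 0.69), and PDK4, the kinase that inhibits pyruvate dehydrogenase, at 477 ± 377 and 20.9 ± 13.9 FPKM (4.22, standard error 0.83). MUSK, the receptor kinase of the neuromuscular junction, had 10.3 ± 5.67 FPKM in the MV group and 0.782 ± 0.415 in the CON group (3.71, standard error 0.64). On the other side, the kinase gene DYRK1B had 14.9 ± 1.15 FPKM in the MV group and 53.1 ± 19.3 in the CON group (-1.90, standard error 0.32). CILP, a secreted matrix protein, had 5.25 ± 1.17 and 27.0 ± 15.2 FPKM, and JPH2, the junctophilin that holds the sarcoplasmic reticulum to the T-tubule, 3.03 ± 1.65 and 18.4 ± 12.5 FPKM. RGMA, a repulsive guidance molecule, had 1.23 ± 0.298 and 5.64 ± 1.46 FPKM. These 8 genes and those named next were picked by a rule set in advance that requires groups without overlap, so their lack of overlap is no result.
The rule takes those with the smallest p among genes past the dashed lines of Fig. 3A (an unadjusted p of 0.05 and a log2 fold change of 1) whose groups do not overlap and whose mean FPKM reaches 1; 239 genes met it with higher and 211 with lower values in the MV group. Besides the genes above, those with higher values were CHEK2, PLBD1, the acute-phase gene SAA3 (428 ± 291 against 1.77 ± 1.25 FPKM), ODC1 of polyamine synthesis (43.5 ± 3.03 against 13.9 ± 0.398), MYBPH of the thick filament, PARP3, KLF11 and the granulocyte gene S100A12 (105 ± 163 against 0.205 ± 0.356), with log2 fold changes from 1.54 in KLF11 to 8.85 in S100A12. S100A12 was seen in CON replicate 3 alone among the controls, and its log2 fold change was 5.78 without MV replicate 1. With lower values they were HMCN2, SLC26A10, AIF1L, EXTL1, RASD2, SLC2A4RG, EGFLAM and ERP27, from -1.35 in EGFLAM to -3.43 in ERP27. No gene passed an adjusted p of 0.05 in edgeR (smallest adjusted p = 0.287): 490 genes were higher and 414 lower in the MV group at an unadjusted p under 0.05, and 364 and 352 of them lay past both dashed lines. DESeq2, an alternative chosen after the data were seen, called 94 genes higher and 60 lower at an adjusted p of 0.05, and limma on log2(FPKM + 1) called 2 higher and 0 lower. In the simulated counts DESeq2 made 45 false calls at that threshold, and edgeR made 530 past both dashed lines. The groups did not overlap in 1343 genes with higher and 637 with lower values, 15.3% of those tested against the 10% that chance gives. Overlap was judged on FPKM and not on counts scaled by TMM, so this balance of higher and lower genes is not comparable with edgeR's. The 10% comes without a spread, and genes vary together, so the excess was not tested.
On OryCun 2.0, AQP7 lies on chromosome 1 from 20067205 to 20078802, MUSK from 2466857 to 2570580 and PLIN2 from 34734655 to 34759080 on the same chromosome, PDK4 on chromosome 10 from 33584163 to 33597124, and CILP on chromosome 17 from 7080560 to 7095372.

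**Figure D1:**
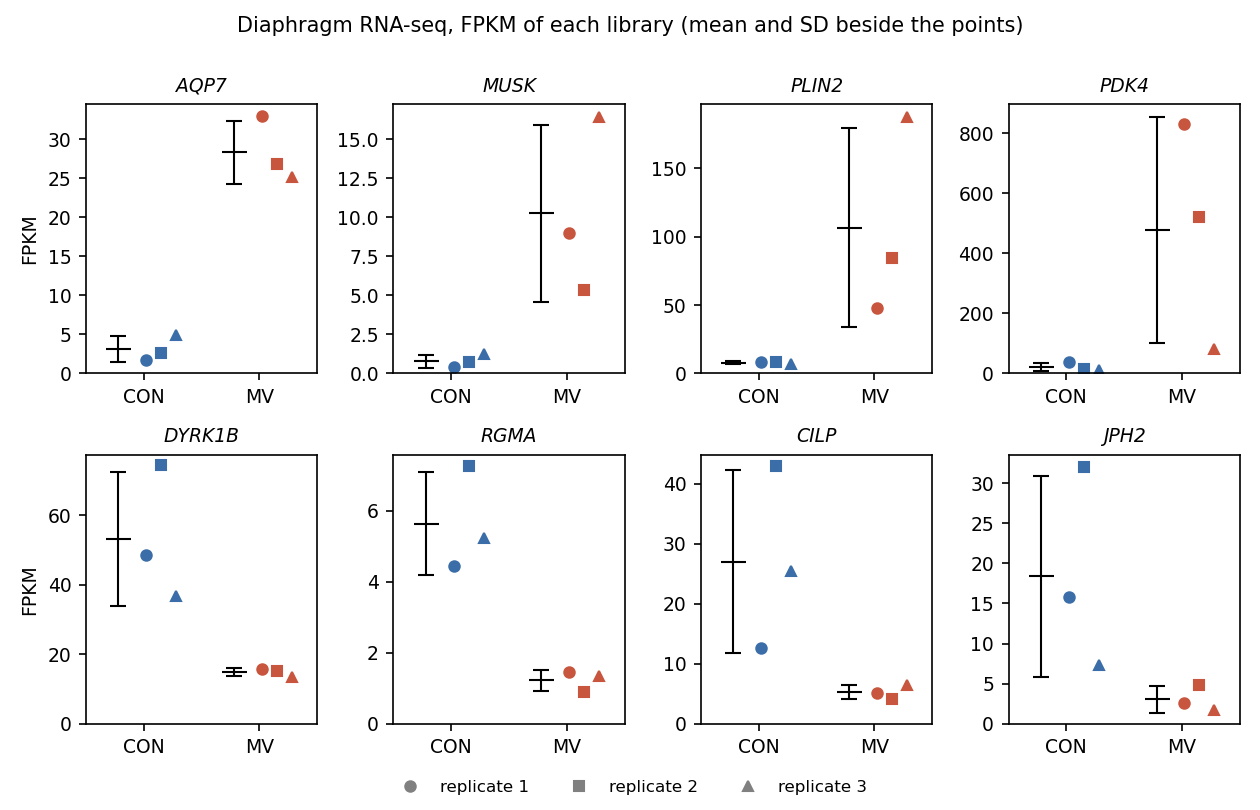
FPKM (vertical axis, linear from 0) of 8 genes in the 3 libraries of the CON group (blue) and of the MV group (red). Circles, squares and triangles are replicates 1, 2 and 3, and the bar beside the points is the mean with its SD; the MV libraries lie above the CON libraries in AQP7, MUSK, PLIN2 and PDK4 and below them in DYRK1B, RGMA, CILP and JPH2.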

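Genes of fatty acid use and the fasting response rose as a list in the MV group: 15 of the 18 tested had a log2 fold change above 0 (median 1.17, camera adjusted p = 1.0e-11; adjusted p = 0.145 with an estimated correlation). Besides PLIN2 and PDK4, ANGPTL4, a secreted inhibitor of lipoprotein lipase, had 77.6 ± 45.6 FPKM in the MV group and 0.854 ± 1.25 in the CON group, and the fatty acid transporter CD36 183 ± 45.1 and 52.0 ± 7.83 (SD, n = 3 each). In this list 9 members were higher at an unadjusted p under 0.05, 0 at an adjusted p of 0.05 over all genes and 8 when adjusted over the list alone.
The NRF2 and antioxidant genes rose (17 of 21 above 0, median 0.69, camera adjusted p = 1.4e-06; adjusted p = 0.145 with an estimated correlation). Of these, 7 were higher at an unadjusted p under 0.05 and 5 when adjusted over the list alone. Catalase, CAT, had a log2 fold change of 1.86, the quinone reductase NQO1 1.56 and the sulfiredoxin SRXN1 3.06, the last with 1.84 without MV replicate 3. Heat shock proteins and chaperones rose as well (16 of 19 above 0, median 0.45, camera adjusted p = 0.0013; adjusted p = 0.467 with an estimated correlation). Here 4 were higher at an unadjusted p under 0.05 and 1 when adjusted over the list alone. HSPH1 had 20.2 ± 9.08 against 6.57 ± 2.15 FPKM. Markers of denervation and regeneration rose (13 of 16 above 0, median 0.92, camera adjusted p = 2.5e-04; adjusted p = 0.167 with an estimated correlation). At an unadjusted p under 0.05, 6 were higher and 1 lower, and 3 were higher when adjusted over the list alone. Next to MUSK they hold the acetylcholine receptor subunits CHRNA1 (1.83) and CHRND (2.84), while PAX7, the satellite cell transcription factor, had -1.95. The mechanical stretch list rose (14 of 18 above 0, median 0.69, camera adjusted p = 0.0048; adjusted p = 0.467 with an estimated correlation). In it 7 were higher and 1 lower at an unadjusted p under 0.05, 4 and 1 when adjusted over the list alone. The log2 fold change was 3.70 in CSRP3, 3.80 in MYBPH and -1.84 in ANKRD23. Contractile genes of fast fibres fell (12 of 12 below 0, median -0.93, camera adjusted p = 5.5e-05; adjusted p = 0.467 with an estimated correlation). Of the 12, 2 were lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The calcium-binding proteins CASQ1 and PVALB had 391 ± 146 against 1230 ± 210 FPKM and 126 ± 60.5 against 662 ± 180. Those of slow fibres fell too (9 of 10 below 0, median -0.64, camera adjusted p = 0.022; adjusted p = 0.480 with an estimated correlation). The light chain MYL3 (-1.60) was the 1 lower at an unadjusted p under 0.05, and 0 were when adjusted over the list alone.
Matrix genes fell (37 of 41 below 0, median -1.13, camera adjusted p = 1.1e-07; adjusted p = 0.480 with an estimated correlation). Among them 5 were lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone. The collagen COL15A1 had 10.3 ± 1.84 against 38.2 ± 20.5 FPKM and periostin, POSTN, with a log2 fold change of -1.86. Fibroblast markers fell beside them (11 of 12 below 0, with no count in either group for TCF21, median -1.29 and -1.37 without TCF21, camera adjusted p = 5.6e-04; adjusted p = 0.480 with an estimated correlation; 2 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone). Both lists hold DCN, LUM, COL1A1, COL1A2 and COL3A1, and 7 of the fibroblast markers lie outside the matrix list, so the 2 falls are not separate results. Of the 6 libraries compared, both lists stood highest in CON replicate 2. There the median was 1.33 for the matrix genes and 1.51 for the fibroblast markers, on the log2(FPKM + 1) scale centred on each gene's mean over the 9 libraries. Smooth muscle and pericyte markers fell (9 of 10 below 0, median -1.26, camera adjusted p = 9.9e-07; adjusted p = 0.145 with an estimated correlation). Of the 10, 6 were lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone, with -2.04 in NOTCH3 and -1.27 in RGS5. Neutrophil markers rose (7 of 8 above 0, median 3.80, camera adjusted p = 5.6e-04; adjusted p = 0.467 with an estimated correlation). Of the 8, 4 were higher at an unadjusted p under 0.05 and 4 when adjusted over the list alone, with S100A9 at 108 ± 156 against 4.23 ± 3.87 FPKM. The inflammation and NF-kB list rose (18 of 21 above 0, median 0.93, camera adjusted p = 0.0038; adjusted p = 0.503 with an estimated correlation). IL6 and LCN2 have no count in the CON group, and with both at the bound that 3 counts over that group allow and LBP left out the median was 0.73. In this list 6 were higher at an unadjusted p under 0.05 and 1 when adjusted over the list alone. STAT3, a transcription factor of cytokine signalling, had 50.9 ± 33.4 against 17.2 ± 4.67 FPKM. Without MV replicate 1, whose neutrophil markers stood at a median of 2.39 on the centred scale, the neutrophil and inflammation lists lost their calls (adjusted p = 0.061 and 0.474), as did the slow-fibre list (0.123). Without CON replicate 1 the slow-fibre list (0.263) and without MV replicate 2 the stretch list (0.078) lost theirs. As a median difference of log2 CPM, the unit in which lists were recomputed, the matrix genes went from -1.28 to -0.68, the fibroblast markers from -1.25 to -0.75 and the heat shock list from 0.43 to 0.27 without CON replicate 2. The stretch list went from 0.69 to 0.27 without MV replicate 2, 0.44 without CON replicate 2 and 0.45 without CON replicate 3. Without MV replicate 1 the neutrophil markers went from 2.56 to 0.97 and inflammation from 0.61 to 0.02, which without MV replicate 3 was 0.91. The slow-fibre list went from -0.64 to -0.31 without CON replicate 1.

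**Figure D2:**
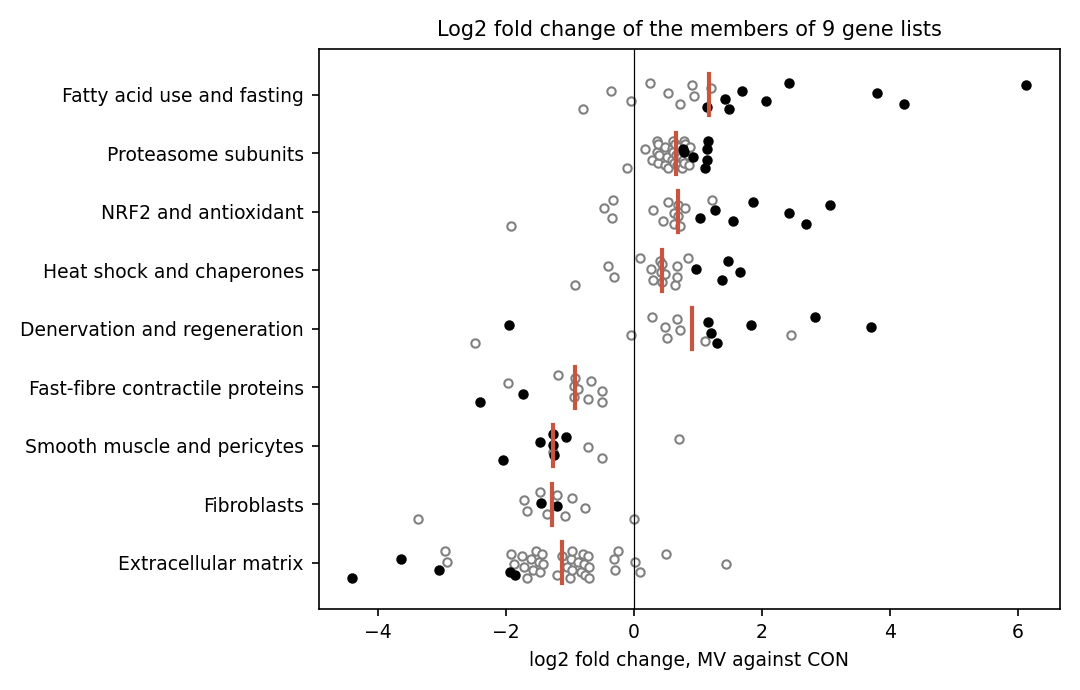
Log2 fold change (horizontal axis) of each member of 9 gene lists in the MV group against the CON group. Filled points have an unadjusted p under 0.05 from edgeR and open points do not, and the red line is the list's median, from 1.17 for fatty acid use and the fasting response to -1.29 for fibroblast markers. The fibroblast and extracellular matrix lists share members.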

Interestingly, we found that the MAFbx and MuRF1 genes were upregulated in the MV group, which was in line with our previous results. Moreover, GO analysis of differentially regulated genes showed significant enrichment of genes related to ageing, replicative senescence, signal transduction in response to DNA damage, and positive regulation of DNA damage response-signal transduction by p53 class mediator resulting in transcription of p21 class mediator (Fig. 3C). These findings suggest that senescence is potentially involved in VIDD. 

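FBXO32, the gene of MAFbx, had 78.2 ± 52.2 FPKM in the MV group and 16.8 ± 11.9 in the CON group (SD, n = 3 each), and TRIM63, the gene of MuRF1, had 145 ± 132 and 39.1 ± 14.9. Both encode muscle-specific E3 ubiquitin ligases. The log2 fold change of FBXO32 was 2.07 (standard error 0.70; unadjusted p = 0.014, adjusted p = 0.567 from edgeR), with MV libraries at 136, 63.1 and 35.2 FPKM that all lay above the CON libraries. That of TRIM63 was 1.72 (standard error 0.54; unadjusted p = 0.0091, adjusted p = 0.549 from edgeR). The MV libraries of TRIM63 stood at 296, 86.4 and 52.8 FPKM and overlapped the CON libraries, the highest of which had 54.9 FPKM (exact permutation test, 2-sided p = 0.2). Without MV replicate 1 the log2 fold change of TRIM63 was 0.82.
Among 13 ubiquitin ligases tied to atrophy, 9 had a log2 fold change above 0 and 4 below it, and the list did not pass camera's test (adjusted p = 0.107, median 0.26); 3 members were higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. The ligase subunit FBXO31 had 7.48 ± 4.26 against 3.38 ± 1.18 FPKM (log2 fold change 1.03, and 0.59 without MV replicate 1), while FBXO40, which degrades IRS1, had 33.9 ± 5.03 against 60.1 ± 7.08 (-0.93).
Subunits of the proteasome, the complex that degrades ubiquitinated proteins, rose together: 36 of 37 had a log2 fold change above 0 (median 0.67, camera adjusted p = 2.2e-11; adjusted p = 0.467 with an estimated correlation). In 31 of the 37 all MV libraries lay above all CON libraries, and 7 were higher at an unadjusted p under 0.05, 0 when adjusted over the list alone. PSMD1 of the regulatory particle had 48.4 ± 3.67 against 24.2 ± 2.39 FPKM and PSMB3 of the core 376 ± 45.4 against 162 ± 22.3. Genes of FOXO and insulin signalling, which control the ligases, had 16 of 19 members above 0 without passing the test (camera adjusted p = 0.057, median 0.36; 2 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone); DDIT4, an inhibitor of mTOR signalling, had 94.5 ± 80.3 against 16.7 ± 6.73 FPKM.
On OryCun 2.0, FBXO32 lies on chromosome 3 from 139303110 to 139340689 and TRIM63 on chromosome 13 from 139223164 to 139237656.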

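The annotation that comes with the table gives GO terms for 11598 of the genes tested, 633 of them among those past the dashed lines of Fig. 3A. Terms of muscle contraction and of the matrix held more of these genes than chance gives, by a 1-sided Fisher's exact test, but with both directions taken together none of the terms of Fig. 3C passed the correction over the 4554 terms with at least 3 genes tested. Extracellular matrix organization held 11 of 72 genes (Fisher's exact p = 0.0017, adjusted p = 0.266), 10 of them with lower values in the MV group, such as POSTN, EGFLAM and NID2. Among the genes with lower values alone it passed (10 of 72, Fisher's exact adjusted p = 0.024). Muscle contraction held 8 of 45 (Fisher's exact p = 0.0027, adjusted p = 0.340), with CHRNB1 and CHRND higher and MYL3 and LMOD1 lower. Skeletal muscle contraction held 3 of 11 (Fisher's exact p = 0.019, adjusted p = 0.729), the acetylcholine receptor subunits CHRNA1, CHRNB1 and CHRND, all with higher values. Cell adhesion held 15 of 159 (Fisher's exact p = 0.027, adjusted p = 0.846), of which 5 were higher and 10 lower.
Of the terms on senescence, aging held 1 of 21 genes (Fisher's exact p = 0.693), the DNA repair glycosylase OGG1 with lower values. Replicative senescence has 2 genes tested, of which the peptidase gene MME passed with lower values (Fisher's exact p = 0.106). Signal transduction in response to DNA damage held 1 of 5 (Fisher's exact p = 0.245), NBN of the MRN complex with higher values. Chronological cell aging and the term on transcription of the p21 class mediator have 0 genes in this annotation and were not analysed here. The annotation thus differs from the one behind Fig. 3C at least in those terms, and these p-values are no like-for-like comparison with it.
Over all 4554 terms, 2 passed an adjusted p of 0.05 in either direction, extracellular space with 48 of 404 genes (adjusted p = 0.0012) and calcium ion binding with 35 of 260 (adjusted p = 0.0015). Among the 321 genes with higher values 10 terms passed, among them neutrophil chemotaxis (6 of 21, adjusted p = 0.028), acetylcholine receptor activity (4 of 8, adjusted p = 0.028) and triglyceride metabolic process (4 of 9, adjusted p = 0.037). Among the 312 genes with lower values 10 terms passed, among them interstitial matrix (5 of 10, adjusted p = 0.0070) and extracellular matrix organization, the 1 term of Fig. 3C that did. Several of the terms that passed hold the same genes, as acetylcholine terms do with CHRNA1, CHRNB1, CHRND and CHRNE. Fisher's exact test takes genes as independent. The neutrophil and matrix lists did not pass camera's test with an estimated correlation (adjusted p = 0.467 and 0.480).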

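Among genes tied to senescence, the secretory list and the list of other senescence markers passed camera's test at the preset correlation but not with an estimated correlation (adjusted p = 0.650 and 0.145). The lists of p53 targets, CDK inhibitors, DNA damage signalling and the cell cycle did not pass. Of 27 target genes of p53, 19 had a log2 fold change above 0 and 8 below it (median 0.17, camera adjusted p = 0.159); 2 were higher and 1 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. Next to the p21 gene, the kinase PLK3 had 1.05 ± 0.765 FPKM in the MV group and 0.154 ± 0.232 in the CON group (SD, n = 3 each) and GADD45A 67.9 ± 50.3 and 28.3 ± 4.75, while the damage recognition gene DDB2 had 10.2 ± 4.18 and 16.9 ± 4.44. The log2 fold change of GADD45A was 1.11, and 0.49 without MV replicate 1. Of 5 CDK inhibitors tested, 1 was above 0 and 4 below it (median -0.47, camera adjusted p = 0.495), CDKN1B with -0.49, CDKN2D with -0.47 and CDKN2B with -1.08; 1 was higher at an unadjusted p under 0.05, and 0 when adjusted over the list alone. DNA damage genes split 9 and 9 (median 0.10, camera adjusted p = 0.222), and 2 were higher both at an unadjusted p under 0.05 and when adjusted over the list alone, the checkpoint kinase gene CHEK2 and NBN with 16.5 ± 1.31 against 7.89 ± 2.21 FPKM. Of 23 cell cycle genes 9 were above 0 and 14 below (median -0.23, camera adjusted p = 0.838), and 0 passed an unadjusted p of 0.05 in edgeR.
The senescence-associated secretory list passed camera's test (18 of 26 above 0, median 0.37, adjusted p = 0.045; adjusted p = 0.650 with an estimated correlation), with 4 members higher at an unadjusted p under 0.05, 0 when adjusted over the list alone. The chemokine CCL7 had 15.7 ± 18.6 FPKM in the MV group and 0.6003 ± 0.794 in the CON group, and the urokinase receptor PLAUR 1.56 ± 1.02 and 0.0519 ± 0.0898. IL6 had no count in any CON library and was seen in MV replicate 1 alone among the MV libraries. The list of other senescence markers rose (9 of 9 above 0, median 0.26, camera adjusted p = 0.0076, and 0.145 with an estimated correlation). At an unadjusted p under 0.05, 3 were higher, and 2 when adjusted over the list alone. These 3 are heatmap genes of Fig. 3B that the study picked from these libraries. The lamin gene LMNB1 had 2.97 ± 2.15 against 1.52 ± 0.474 FPKM. The list was fixed without the direction that each member takes in senescence, so a shared rise is not by itself a sign of senescence. The secretory list lost its call without CON replicate 1 (adjusted p = 0.500) or MV replicate 1 (0.474), whose neutrophil markers are the highest of the 6 libraries, and the median difference of log2 CPM of the other markers went from 0.22 to 0.41 without CON replicate 2. The secretory list's was 0.37, and -0.05 without CON replicate 1, 0.13 without MV replicate 1 and 0.65 without MV replicate 3.
From the GO terms on ageing, senescence and DNA damage among the differentially regulated genes, the paper proposes that senescence is potentially involved in VIDD.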

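The 10 genes of the heatmap in Fig. 3B all had higher values in the MV group, with a median log2 fold change of 2.38. The study chose them on these libraries, so their shared direction is not independent evidence. CHEK2, the checkpoint kinase of the DNA damage response, had 4.08 ± 1.69 FPKM in the MV group and 0.501 ± 0.235 in the CON group (SD, n = 3 each), a log2 fold change of 2.81 (standard error 0.56). ARNTL, the clock transcription factor BMAL1, had 2.87 ± 1.12 and 0.498 ± 0.143 FPKM (2.32, standard error 0.54), and TXN, thioredoxin, 418 ± 211 and 75.9 ± 20.5 (2.43, standard error 0.59). ANKRD1, a titin-binding protein of stretched muscle, had 355 ± 343 and 43.7 ± 27.3 FPKM (2.92, standard error 0.92), with 750 FPKM in MV replicate 2 and a log2 fold change of 1.83 without it. FOXO1, a transcription factor of muscle atrophy, had 15.5 ± 12.6 and 5.10 ± 0.222 FPKM, with a log2 fold change of 1.42 that was 0.69 without MV replicate 1, and the cytokine receptor kinase JAK2 2.62 ± 0.605 and 1.25 ± 0.345 (1.02, standard error 0.41).
At an unadjusted p under 0.05 from edgeR all 10 genes passed, and 10 when adjusted over the list alone, a count that the choice of the list on these libraries makes no independent evidence; over all 12981 genes 0 passed, with adjusted p = 0.287 for CHEK2, 0.322 for ARNTL, 0.332 for TXN, 0.549 for ANKRD1, 0.567 for FOXO1 and 0.661 for JAK2. As a list they passed camera's test (adjusted p = 6.5e-12), and theirs was the call that also held with an estimated correlation (adjusted p = 0.029). In 7 of the 10 every MV library lay above every CON library. Without MV replicate 1, 4 of the 10 (CDKN1A, FBXO32, FOXO1 and TRIM63) no longer lay past the dashed lines, and in an ordinary linear model on log2(FPKM + 1) of the 6 libraries, which changes the test, the scale and the libraries at once, 7 did not.
On OryCun 2.0, ARNTL, TXN and JAK2 lie on chromosome 1 from 155097314 to 155171188, from 2948011 to 2965056 and from 49071422 to 49202374, ANKRD1 lies on chromosome 18 from 38909353 to 38917411, and CHEK2 and FOXO1 lie on unplaced scaffolds. MMP9, which Fig. 3E shows by qPCR, had no count in any CON library and FPKM of 0.912, 0.0695 and 0 (listed as 0.0001) in MV replicates 1, 2 and 3, below the filter on low values.

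**Figure D3:**
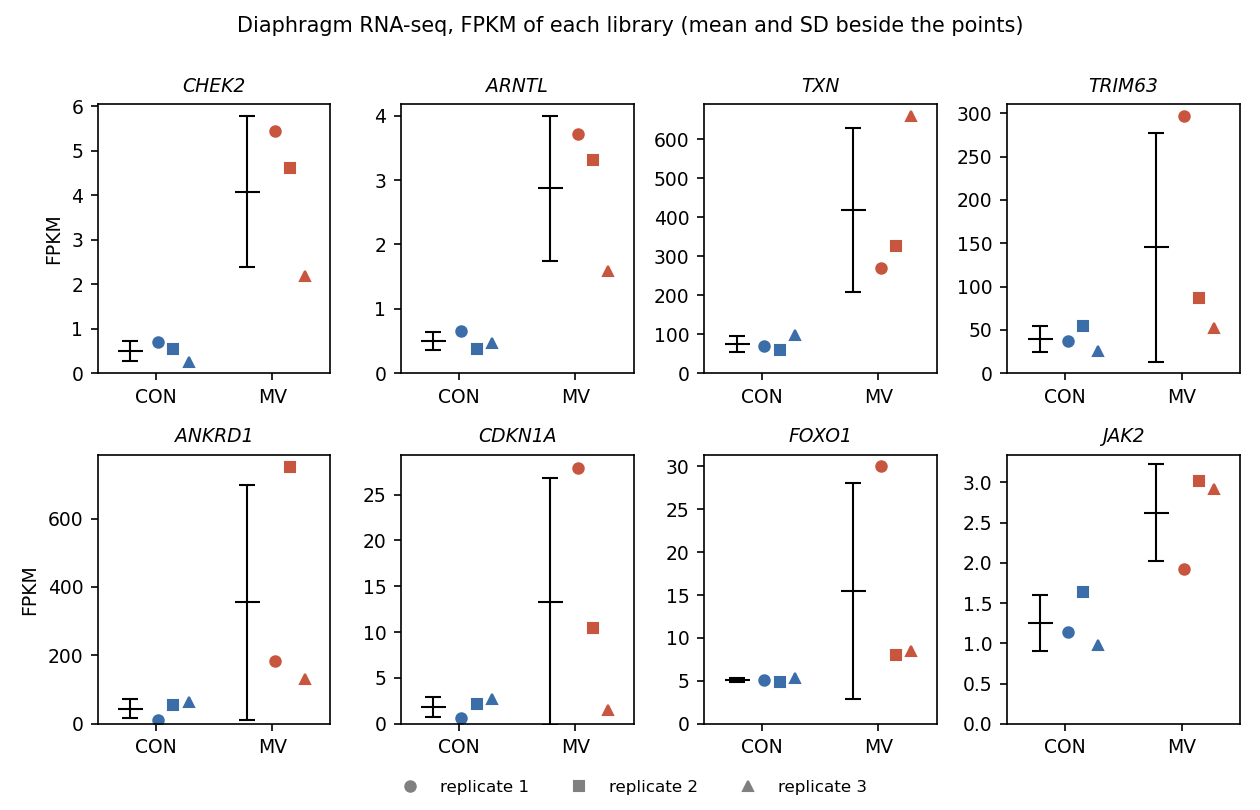
FPKM (vertical axis, linear from 0) of 8 heatmap genes in the 3 libraries of the CON group (blue) and of the MV group (red). Circles, squares and triangles are replicates 1, 2 and 3, and the bar beside the points is the mean with its SD, which stops at 0 where it would pass it (CDKN1A); MV replicate 3 lies among the CON libraries in TRIM63 and CDKN1A.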

By further probing our data, we found some differentially regulated genes associated with cellular senescence, as shown in Fig. 3A and B. Additionally, the mRNA expression of senescence-related genes, including Pai1, MMP9, CHEK2 and ANKRD1, was upregulated in the MV group (Pai1: 1.35 ± 1.13 and 4.25 ± 1.78, *p* = 0.009; MMP9: 1.03 ± 0.40 and 7.67 ± 3.88, *p* = 0.008; CHEK2: 3.16 ± 4.30 and 14.64 ± 10.52, *p* = 0.033; ANKRD1: 1.05 ± 0.36 and 11.44 ± 9.51, *p* = 0.023) (Fig. 3D-G). These results indicate that cellular senescence plays a potent role in the pathogenesis of VIDD.

Senescence has many heterogeneous phenotypes, making it complicated to describe in living animals. Thus, multiple lines of evidence are required to better identify the senescent state [26]. We next utilized SA-βGal staining to assess whether mechanical ventilation indeed induced senescence in the diaphragm. SA‐βGal staining is the most widely utilized senescence marker to pinpoint senescent cells in vivo [28, 29]. As shown in Fig. 3H and I, the transverse cross-sections of diaphragm myofibrils in the MV group showed positive staining of SA‐βGal, while positive staining was hardly found in the CON group. Whole-piece staining of the diaphragm also showed more intensive staining of SA‐βGal in the MV group than in the CON group. Taken together, these findings support the conclusion that senescence contributes to VIDD.

**Fig. 3:**
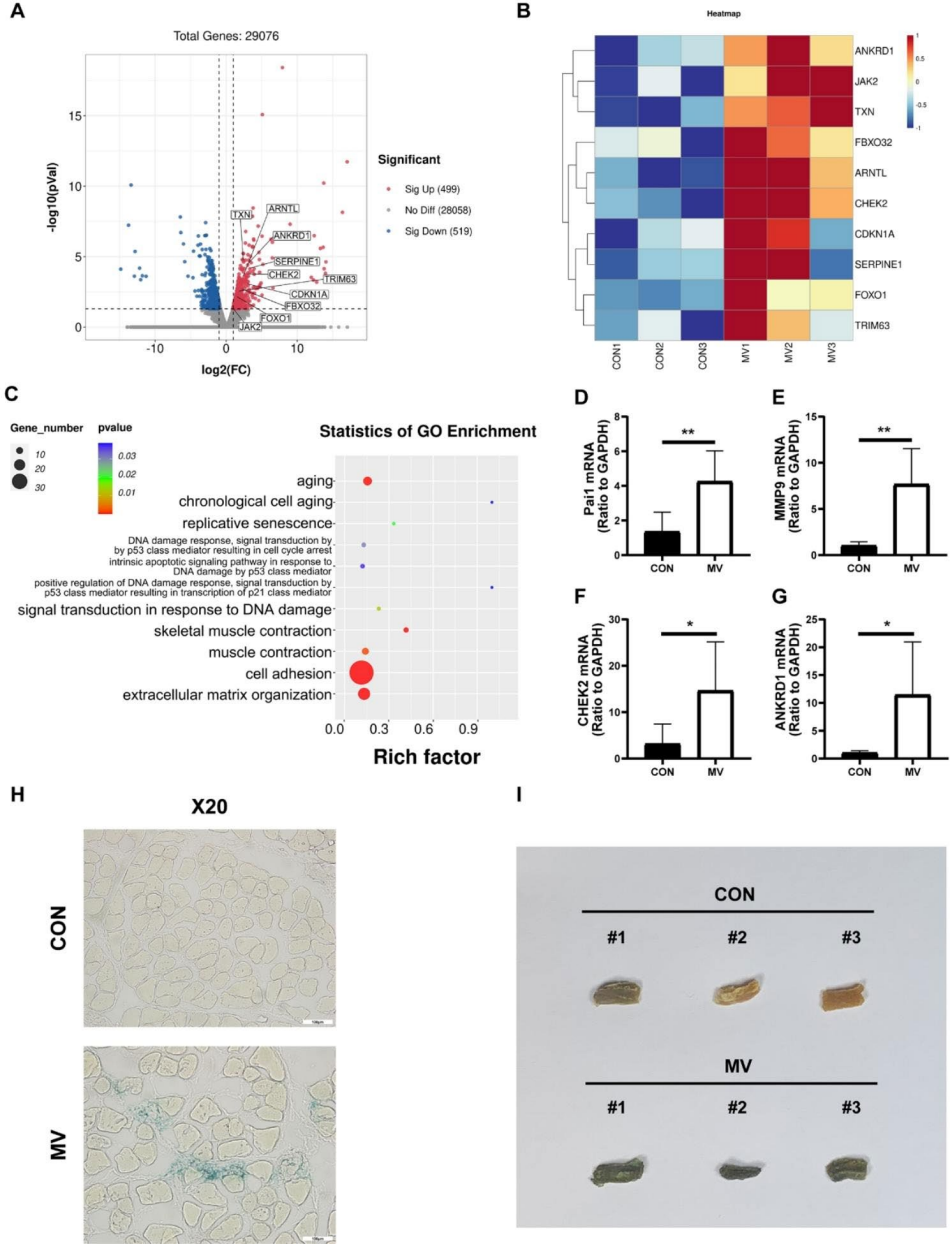
Cellular senescence participates in ventilation-induced diaphragm dysfunction. **(A)** Volcano plot of differential gene expression of the CON group and the MV group (n = 3). **(B)** Heatmap of cellular senescence-related differential gene expression in the CON group and the MV group (n = 3). **(C)** Bubble chart of cellular senescence-related statistics of GO enrichment of the CON group and the MV group (n = 3). **(D-G)** The diaphragm of the two groups was subjected to qPCR to analyse Pai1, MMP9, CHEK2 and ANKRD1 expression (n = 6). **(H-I)** Diaphragmatic tissue sections and holistic pieces of diaphragms from the two groups were subjected to SA-βGal staining. Bar = 100 μm. Values are represented as the mean ± SD. (*p < 0.05, **p < 0.01)

### Cellular senescence causes ventilation-induced diaphragm dysfunction via elevation of the p53-p21 axis

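Terms on p53-dependent responses held about as many of the genes past the dashed lines of Fig. 3A as chance gives. The term on the DNA damage response by the p53 class mediator resulting in cell cycle arrest held 0 of 12 genes tested, with 0.655 expected (1-sided Fisher's exact test, p = 1). Intrinsic apoptotic signaling by p53 class mediator held 1 of 18, the mTOR inhibitor DDIT4, with 0.982 expected (Fisher's exact p = 0.636); with the genes of DESeq2 on 6 libraries without a filter, a setting chosen after the data were seen, it held 3 of 18 (Fisher's exact p = 0.113). CDKN1A, the gene of p21, carries 1 GO term in the annotation that comes with the table, which is not a term of Fig. 3C. CHEK2, ARNTL and FOXO1 carry 0 GO terms, so they count in no term. Of the 10 heatmap genes of Fig. 3B, 0 carry a term of Fig. 3C.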

As we have mentioned above, p53-p21 axis-related biological processes were detected in the GO analysis of differentially regulated genes between the CON group and MV group. Additionally, we noticed that the p21 gene was upregulated in the MV group. Thus, we detected the expression levels of p53 and p21 in the diaphragm between these two groups. 

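CDKN1A, the gene of the CDK inhibitor p21, had 27.9 and 10.5 FPKM in MV replicates 1 and 2 and 1.49 in MV replicate 3, against 0.593, 2.12 and 2.73 in the CON libraries. The means were 13.3 ± 13.5 FPKM in the MV group and 1.81 ± 1.10 in the CON group (SD, n = 3 each). The log2 fold change was 2.67 (standard error 0.85; unadjusted p = 0.010, adjusted p = 0.549 from edgeR), and 1.62 without MV replicate 1. Because MV replicate 3 lay within the range of the CON libraries, the groups overlapped (exact permutation test, 2-sided p = 0.3).
On OryCun 2.0, CDKN1A lies on chromosome 12 from 26614081 to 26621175.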

Compared to those in the CON group, the mRNA expression levels of p53 and p21 were greatly regulated in the MV group (1.10 ± 0.52 and 4.55 ± 2.36, respectively, *p* = 0.02; 1.16 ± 0.56 and 36.87 ± 34.02, respectively, *p* = 0.05) (Fig. 4E and F). The same trend was observed in the western blot results, which showed that the expression of p53 and p21 was greatly upregulated in the MV group (1.00 ± 0.12 and 2.02 ± 0.50, respectively, *p* = 0.03; 1.00 ± 0.37 and 2.39 ± 0.78, respectively, *p* = 0.05) (Fig. 4A-D). We then carried out IF and IHC to detect the p21 expression level in the transverse cross section of diaphragm myofibrils. In line with our previous findings, the p21-positive staining in the MV group was significantly more intense than that in the CON group (1.00 ± 0.16 and 1.42 ± 0.26, respectively, *p <* 0.001; 1.00 ± 0.59 and 7.17 ± 2.20) (Fig. 4G -J).

**Fig. 4:**
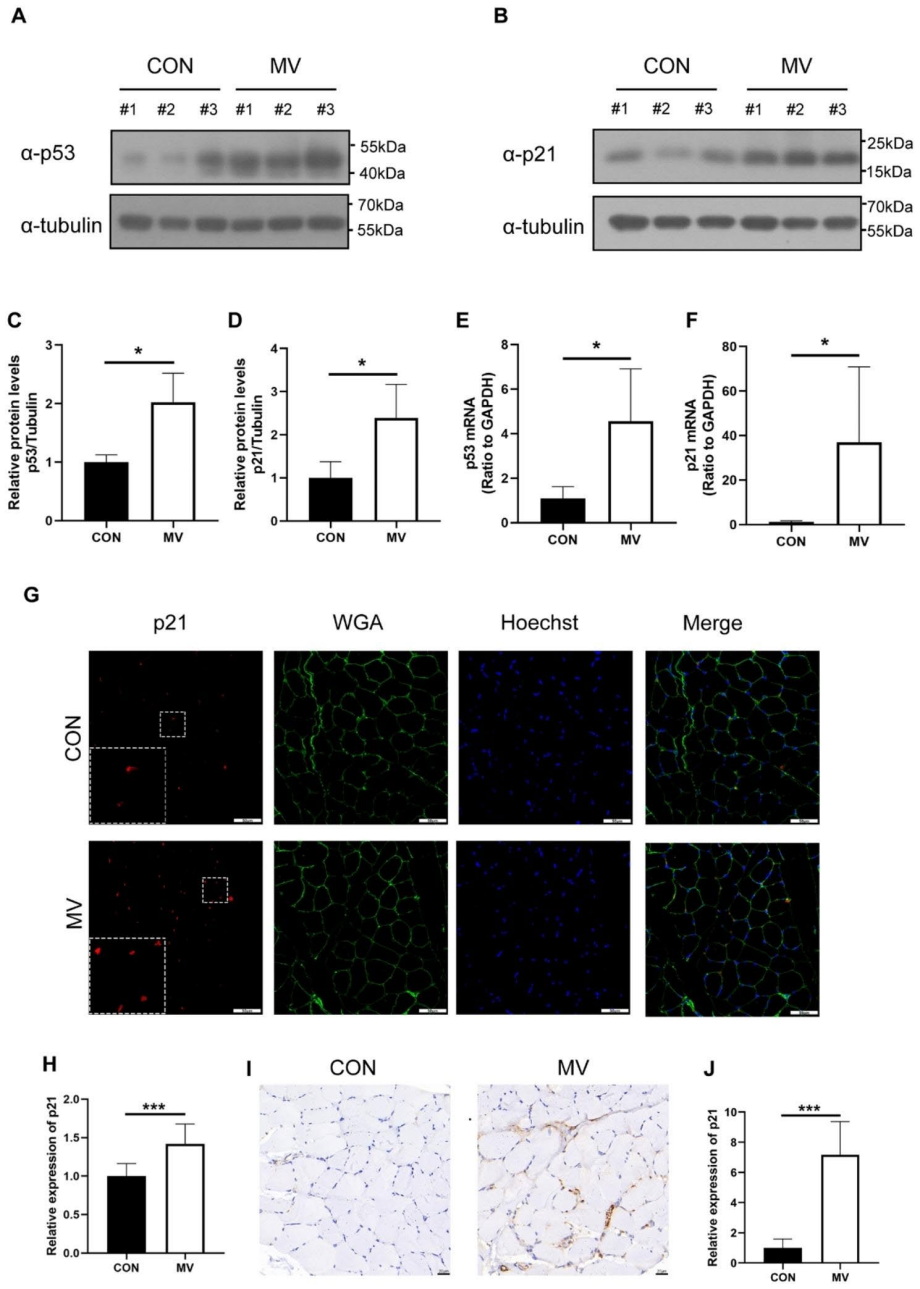
Cellular senescence causes ventilation-induced diaphragm dysfunction via elevation of the p53-p21 axis. **(A-D)** Diaphragm protein lysates of the two groups were detected by western blot analysis, and the expression of p53 and p21 was quantified. (Before incubated with antibodies, the membranes were clipped according to target proteins molecular weight position on the instruction of the protein marker. Full-length blots are presented in Supplementary Fig. 3). **(E and F)** The diaphragm of the two groups was detected by qPCR to analyse the expression of p53 and p21. **(G and H)** Diaphragmatic tissue sections were subjected to immunofluorescence staining to analyse the expression of p21. Red represents p21; Green represents WGA; Blue represents Hoechst. Scale bar = 50 μm. **(I and J)** Diaphragmatic tissue sections were subjected to immunohistochemistry staining to analyse the expression of p21. Brown represents p21. Scale bar = 20 μm. Values are represented as the mean ± SD. n = 6. (*p < 0.05, **p < 0.01, ***p < 0.001)

## Discussion

Consistent with previous studies, the current study found that spontaneous breath was preserved under ACV mode in rabbits, and the fluctuation of respiratory parameters reflected the autonomic respiration drive (Fig. 1). However, we revealed that mechanical ventilation in the assit/ control (A/C) mode for 48 h still significantly induced ultrastructural damage and atrophy of the diaphragm in healthy rabbits (Fig. 2). We found disrupted myofibrils with a large interfibrillar space and damaged sarcomeres in the diaphragm after ventilation. Structurally injured myofibrils are associated with impaired force-generating capacity [7]. At higher magnification, swollen mitochondria with a disrupted external membrane could be observed. In addition, upregulation of MAFbx and MuRF1 was also detected, indicating activation of the UPS and enhanced catabolic activity. Increased protein ubiquitination is one of the central pathogenic events underlying VIDD [30, 31]. Moreover, we found that cellular senescence induced by p53 signalling pathways participates in the mechanisms of VIDD in rabbits.

Skeletal muscle is an important organ in senescence, and activation of cellular senescence plays a potent role in muscle dysfunction [20]. It is well established that senescence can lead to muscle mass loss and frailty [32], and loss of muscle function is one of the most prevalent senescence-related disorders. However, recent researchers have indicated that injury-induced senescence can promote muscle reprogramming and that the SASP is beneficial in tissue repair [21, 33]. p53 is the main regulator of p21, which increases transcription of p21 [34]. The activation of p21 inhibits CDK2-mediated RB phosphorylation to promote cell cycle arrest [26], which is an important pathway for cellular senescence to be activated. Studies indicate that enhanced and properly regulated p53 activity prevents cellular stress and promotes longevity. However, when the dose of p53 exceeds the threshold, the function of p53 transforms into driving cell death [35]. Notably, persistent p53-dependent senescence plays a detrimental role in muscle repair [23]. It has been reported that inhibition of Hsp90β can promote p53‐dependent senescence to impair the process of muscle regeneration [36]. Likewise, among muscle atrophy in the diaphragm induced by cigarette smoke exposure in rats, there is upregulation of p53 and p21 expression [27]. In hindlimb-immobilized mice, there were increases in ATF4, p53 and p21 protein levels. Moreover, knockout of ATF4/p53 or inhibition of p21 moderates muscle injury [37]. In current study, the results of RNA-seq revealed that the expression of senescence-related genes was significantly upregulated in the MV group, suggesting that senescence is potentially involved in VIDD. Further studies noticed that p53-p21 axis was elevated, which revealed a novel molecular event contributing to the development of VIDD in ACV mode for 48 h.

Based on the present understanding of VIDD, many studies have attempted to alleviate the injury induced by mechanical ventilation. In terms of molecular mechanisms, it has been suggested that treatment with angiotensin 1–7 can activate the nonclassical RAS signalling pathway to protect against VIDD by diminishing oxidative stress and protease activation [38]. Increasing amounts of evidence have revealed that hydrogen sulfide (H_2_S) exerts a protective effect against oxidative damage, proteolysis, and mitochondrial injury induced by VIDD [39]. The chaperone coinducer BGP-15 may help reduce VIDD by downregulating the PARP pathway and HSP72 expression [40]. In terms of ventilation strategy, our previous research has demonstrated that high-level pressure support ventilation alleviates VIDD in rabbits [41]. It has also been shown that a neurally adjusted ventilatory assist mode improves interactions between the patient and ventilator, which could prevent diaphragmatic sarcomere injury and myofibrotic cell apoptosis [42]. Our present research reveals p53-dependent cellular senescence as a novel mechanism of VIDD. However, more efforts are needed to transform the findings into a mature clinical treatment to alleviate VIDD.

There were several limitations in this study. First, we were unable to measure muscle contractile properties to best describe the functional alteration of the diaphragm. In addition, although we monitored the airway peak pressure throughout to assess the stability of model establishment, diaphragmatic electromyography may have reflected the unloading of the diaphragm more directly. Thus, we must improve the experimental design in the future. Further studies should be carried out to explore the upstream mechanisms of senescence-mediated VIDD and to explore relevant strategies to prevent VIDD.

## Conclusions

Upon establishing a mechanical ventilation model in rabbits, we demonstrated that mechanical ventilation in ACV mode for 48 h can still significantly induce ultrastructural damage and atrophy of the diaphragm. Moreover, p53-dependent senescence might play a role in mechanical ventilation-induced dysfunction. These findings might provide novel therapeutic targets for VIDD.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, and are accessible through GEO Series accession number GSEGSE228739 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228739) after 05/Apr/2026.

## Abbreviations

ACV: Assisted-controlled ventilation
CDKi: Cyclin-dependent kinase inhibitors
CMV: Controlled mechanical ventilation
ECL: Enhanced chemiluminescence
IF: Immunofluorescence
IHC: Immunohistochemistry
MOS: Mitochondrial oxidative stress
SASP: Senescence-associated secretory phenotype
TEM: Transmission electron microscope
UPS: Ubiquitin proteasome system
VIDD: Ventilation-induced diaphragm dysfunction

# Supplementary material for: Cellular senescence contributes to mechanical ventilation-induced diaphragm dysfunction by upregulating p53 signalling pathways
**Source:** BMC Pulm Med. 2023 Dec 14;23:509. doi: 10.1186/s12890-023-02662-7
**Supplement:** Supplementary file 4 — Supplementary Material 4

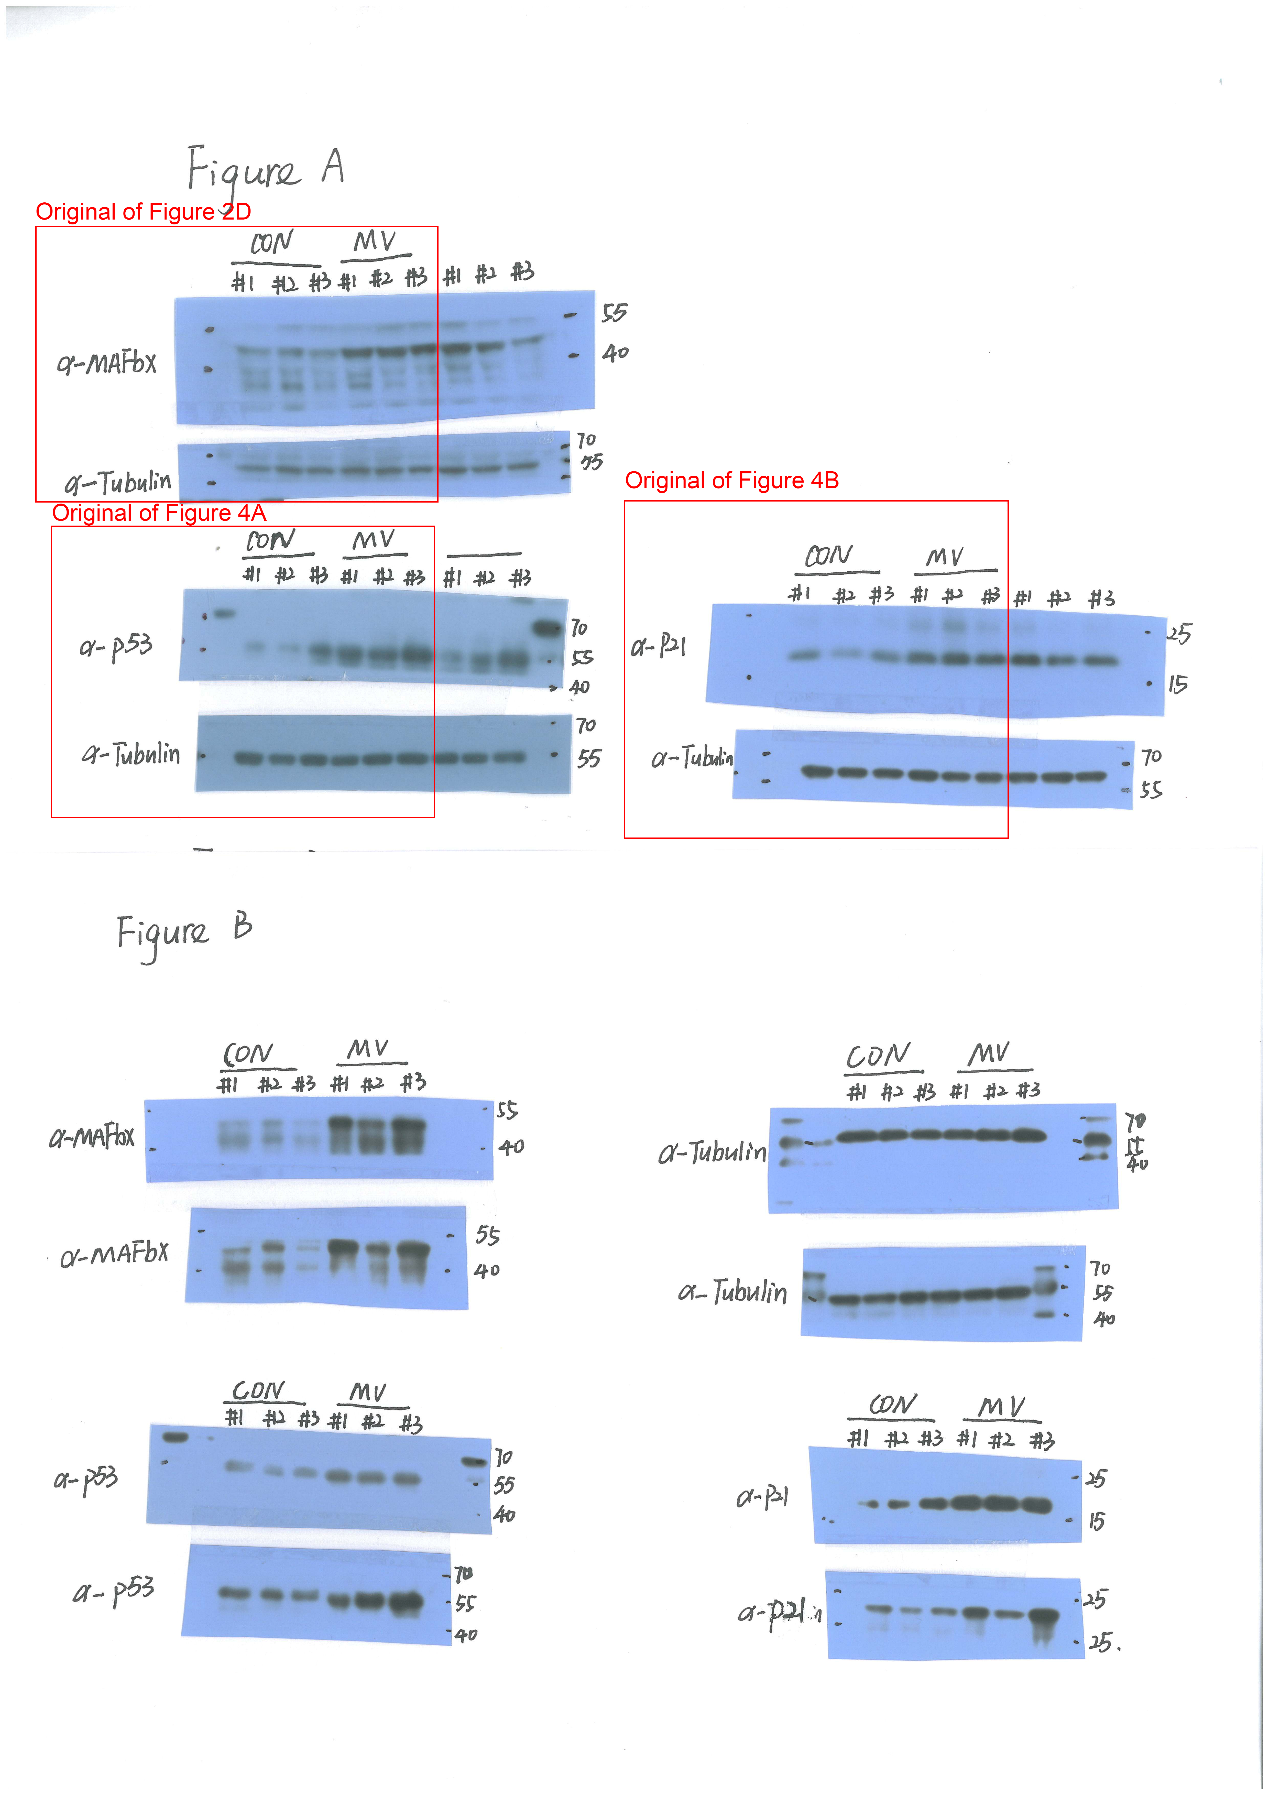

The original, full-length blot images was provided. Please allow me to make some explanations to the supplemental Figure1.

As shown in Figure A, blot images of the first three lanes were from the CON group, blot images of the next three lanes were from the MV group, and blot images of the last three lanes were from samples for other researches.

We repeated the experiment to verify the accuracy of the experimental results. Blot images were shown in Figure B. Blot images of the first three lanes were from the CON group, and blot images of the last three lanes were from the MV group. Out of concern for unifying the sample and better exhibiting the trend of the results, we choose the bolt images in Figure A.

Adjacent protein markers of target protein have been mentioned in the legend.

# Supplementary material for: Cellular senescence contributes to mechanical ventilation-induced diaphragm dysfunction by upregulating p53 signalling pathways
**Source:** BMC Pulm Med. 2023 Dec 14;23:509. doi: 10.1186/s12890-023-02662-7
**Supplement:** Supplementary file 5 — Supplementary Material 5

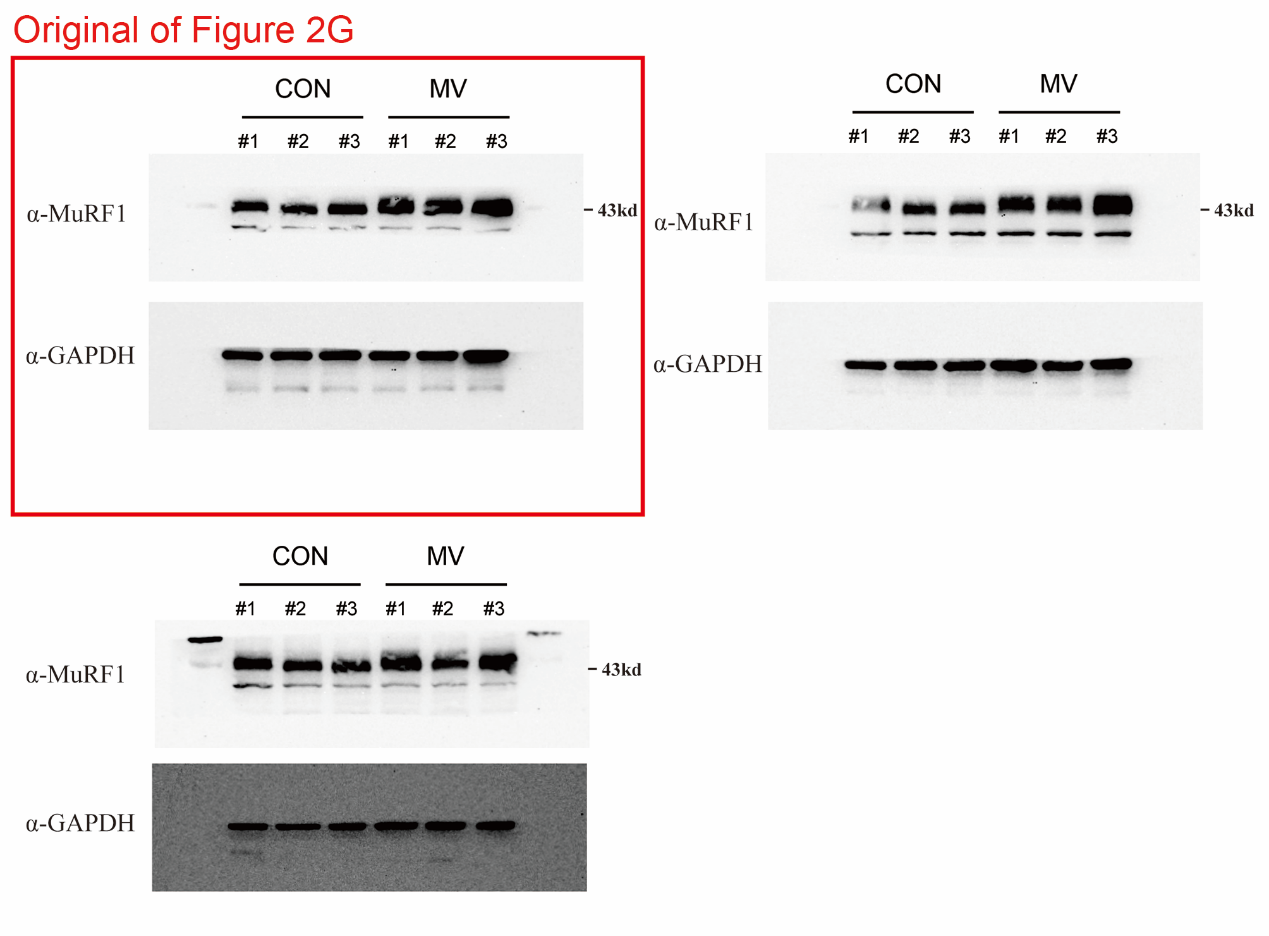

Our lab equipment was updated，therefore，images of western blot during revison were exposed by Gel imaging system (ChemiDoc XRS+, Bio-RAD, USA). It may cause the difference in image representation compared to previous images.

Blot images of the first three lanes were from the CON group, and blot images of the last three lanes were from the MV group. Adjacent protein markers of target protein have been mentioned in the legend.

# Supplementary material for: Cellular senescence contributes to mechanical ventilation-induced diaphragm dysfunction by upregulating p53 signalling pathways
**Source:** BMC Pulm Med. 2023 Dec 14;23:509. doi: 10.1186/s12890-023-02662-7
**Supplement:** Supplementary file 6 — Supplementary Material 6

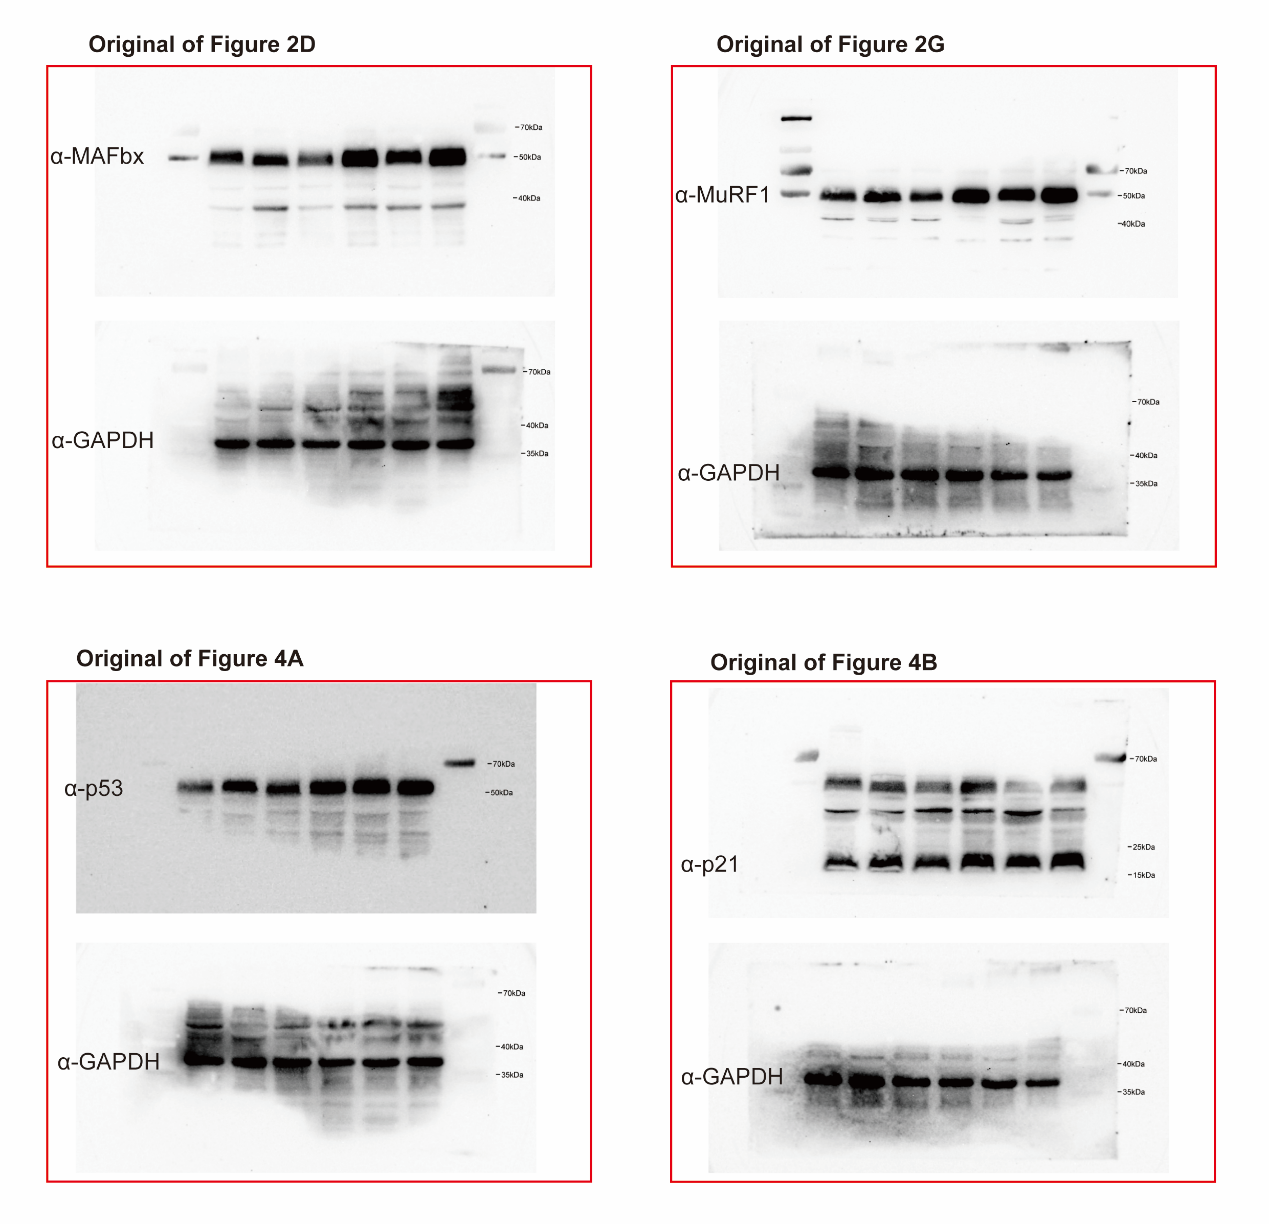

Fuller-length, original, unprocessed blotswere provided in supplementary Figure 3.

Blot images of the first three lanes were from the CON group, and blot images of the last three lanes were from the MV group. Adjacent protein markers of target protein have been mentioned in the legend.

How the deposited data were processed for this re-analysis (not part of the article)

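Diaphragm RNA was sequenced in 9 libraries, 3 of the CON group (anaesthetized, spontaneously breathing rabbits), 3 of the MV group (ventilated for 48 h at a PEEP of 0 cmH2O) and 3 of rabbits ventilated with PEEP, called the MV_PEEP group here. The labels of the MV_PEEP group give a PEEP of 8 without a unit and no duration, and the article does not report this group, so its results stand only after the article. Libraries were taken as the unit of replication.

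The submitters describe poly(A) selection with oligo(dT), second-strand marking with dUTP, trimming with cutadapt 1.9, alignment with HISAT2 2.0.4 to OryCun 2.0 and StringTie 1.3.4d. As deposited, the counts are whole numbers from the authors' alignments, with no scaling described, and the program behind them and the annotation release are not named in the sources used here. The authors' notes name StringTie for the FPKM values, which are scaled to transcript length and library size. The table gives, for 29076 genes and each library, a whole-number count and an FPKM, with coordinates, a description and GO terms. FPKM was checked to be proportional to the count within a gene (median SD of the log2 ratio within a gene 0.0072 over 9725 genes), with 0.0001 in place of 0. Total counts ranged from 21646702 to 31791693 in the CON group (median 25524766), from 24670232 to 43697018 in the MV group (median 43174153) and from 33024311 to 41077310 in the MV_PEEP group (median 36750676). Of 16302 counts between 1 and 12, 8855 were 4, 8 or 12; counts divided by 4 and rounded were tried as an alternative because of this. Gene symbols are those of the table, with 774 names that start with LOC replaced through the reference gene table, in which 23368 IDs matched; its assembly is not OryCun 2.0, so it was used for names only.

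The 12981 genes with a mean FPKM of at least 0.5 over the 9 libraries were tested in R 4.3.3 with edgeR 4.0.16: TMM scaling, a design with 1 mean per group, estimateDisp, glmQLFit in its legacy form and glmQLFTest, with 6 residual and 4.08 prior degrees of freedom. The written plan named limma on log2(FPKM + 1) and let edgeR's quasi-likelihood test replace it if the table held counts, which it does. Adjusted p-values follow Benjamini and Hochberg over the genes tested, with a threshold of 0.05. The paper's text states no threshold for the RNA-seq, and its statistics section names unpaired Student's tests at p under 0.05 for comparisons between groups in general; the dashed lines of Fig. 3A, an unadjusted p of 0.05 and a log2 fold change of 1, were used as the study thresholds. Exact 2-sided permutation tests of the mean FPKM compare 3 libraries with 3, where the smallest p is 0.1. Values in FPKM are means with the SD over 3 libraries.

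Of 44 gene lists fixed in advance, 42 had at least 3 members among the genes tested. They were tested with camera of limma 3.58.1 on log2 CPM (counts scaled to library size) with a prior count of 2, at a preset correlation of 0.01, and beside it with an estimated correlation and with fry; p-values were adjusted over the 42 lists. In the comparison of the MV group with the CON group 22 lists passed at the preset correlation, 1 with an estimated correlation (the heatmap genes, which the study chose on these libraries) and 3 with fry. GO terms were tested with a 1-sided Fisher's exact test against the 11598 tested genes that carry a term. The plan corrected over biological process terms, but the table gives no namespace, so the correction runs over all 4554 terms with at least 3 genes tested. A gene was named in the text if the paper names it, if it was among up to 12 per direction with the smallest p that lay past the study thresholds with a mean FPKM of at least 1 and no overlap of the groups (up to 6 per direction for the MV_PEEP group), or if it was among the 4 members with the smallest p of a list the text describes; the rule ranked by fold change only genes past an adjusted p of 0.05, of which there were none in edgeR. Some results that meet this rule are not reported here.

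The alternatives set in advance were other pseudocounts, filters, scalings and weights, only the 6 libraries compared, a block by replicate number, no trend of the variance, an ordinary linear model on log2(FPKM + 1) of 6 libraries without moderation, other list tests and GO backgrounds, and leaving out each library in turn. DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, counts divided by 4 and the fit without MV_PEEP replicate 3 were added after the data were seen. The test by limma on log2(FPKM + 1) was written in advance as the main test. It was kept as an alternative only after edgeR had replaced it. Libraries of the same number did not resemble each other more than others (r from -0.284 to 0.364; 2 of 9 libraries were closest to their own number), so the numbers were not read as pairs. Each step was tested on simulated data: on the comparison of the MV group with the CON group, with 12981 genes of which 200 were changed, DESeq2 found 45 of 50 genes changed by 8-fold with 45 false calls at an adjusted p of 0.05, edgeR at the study thresholds found 49 of 50 with 530 false calls, camera found the list of 30 genes shifted by 2-fold, and the GO test found the planted term. Figures were drawn in Python 3.11.15 with values from pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Not analysed here were the reads, and 2 terms of Fig. 3C with no gene in the table.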

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

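The tests of feeding state, of CON replicate 2 and of the share of connective tissue were chosen after the results they bear on were seen, and those of gene length, expression level, thinning and other splits of the libraries before.

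Genes that the paper does not discuss stood far from the CON group, though none passed an adjusted p of 0.05 in edgeR. In the MV group these were AQP7 (log2 fold change 3.08), PLIN2 (3.80), PDK4 (4.22), MUSK (3.71) and S100A12 (8.85, and 5.78 without MV replicate 1), all with adjusted p = 0.287 from edgeR. In the MV_PEEP group, which the paper does not report, they were AQP7 (3.22, adjusted p = 0.214), SAA3 (8.90, adjusted p = 0.320) and CD36 (2.20, adjusted p = 0.320), and 358 genes were higher and 336 lower than in the CON group at the study thresholds. At an adjusted p of 0.05, edgeR called 0 genes and DESeq2 56 higher and 42 lower in the MV_PEEP group; at an unadjusted p under 0.05, edgeR had 419 higher and 392 lower.

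Medians of 4 lists lay above the CON group in groups or genes the paper does not report: fatty acid use in the MV group (1.17) and in the MV_PEEP group (1.07), proteasome subunits in the MV group (0.67), neutrophil markers in the MV group (3.80) and macrophage markers in the MV_PEEP group (1.48). As a median difference of log2 CPM the neutrophil markers went from 2.56 to 0.97 without MV replicate 1. On the scale centred on each gene's mean over the 9 libraries, the macrophage markers stood at 2.24 in MV_PEEP replicate 3 alone and at -0.10 and -0.46 in MV_PEEP replicates 1 and 2, against -0.96 to -0.13 in the CON libraries. The proteasome median lay outside the middle 95% of 10000 random lists matched on gene length and expression (-0.03 to 0.40).

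Splits of 6 libraries into 3 against 3 number 10 with the real one, too few for a share under 0.05. At the study thresholds the comparison of the MV group with the CON group called 716 genes and the highest of the other splits 668, and at an adjusted p of 0.05 both called 0; lists called were 22 and at most 17. In the comparison of the MV_PEEP group with the CON group the counts were 694 and at most 999 genes at the study thresholds (3 of the 10 splits, the real one among them, reached the real count), 0 and 0 at an adjusted p of 0.05, and 22 and at most 18 lists. For the MV_PEEP group against the MV group they were 390 and at most 1531 genes at the study thresholds, 0 and at most 1 at an adjusted p of 0.05, and 8 and at most 18 lists (9 of the 10 splits, again with the real one, reached the real count). The split with 1531 genes set MV replicate 1 and MV_PEEP replicates 2 and 3 against the rest, several times the real count, which points to a structure of these samples other than the groups.

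Genes of fatty acid use and the fasting response were higher in the MV group. The list's median of 1.17 lay above all 10000 random lists matched on gene length and expression (percentile 100; middle 95% of the matched lists -0.15 to 0.43), which argues against length and expression level. Thinning every library to at most the smallest total left it at 1.16 but hardly moved any of the 3 lists it was run on, so it does not test depth, which stays open. Ventilation and the feeding state of the animals cannot be told apart: the list was also higher in the MV_PEEP group (1.07), as either predicts. The paper describes a feeding tube for animals ventilated for 48 h and the labels give no feeding times, so a fasting response may contribute.

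Extracellular matrix genes were lower in the MV group. The list's median of -1.13 lay below all matched random lists (percentile 0; middle 95% of the matched lists -0.13 to 0.25), which argues against gene length and expression level. It was -0.61 without CON replicate 2, so whether 1 control rich in connective tissue accounts for the rest cannot be told apart from a difference between the groups with 2 controls left. A candidate explanation is a smaller share of connective tissue in the MV samples. Of the 7 fibroblast markers outside the matrix list 6 were lower. Their median of -1.21 takes TCF21, which has no count in either group, as 0. GSN (128 ± 30.1 against 343 ± 208 FPKM) and CD34 had an unadjusted p under 0.05 from edgeR, and DPT, PDGFRA, MFAP5 and PI16 did not. These 7 were not fitted without CON replicate 2, so they do not separate a smaller share from 1 control rich in connective tissue. An effect of ventilation on the matrix itself stays open and was not tested apart from that share.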

How the results depend on the processing

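Settings marked added were chosen after the data were seen. Among them limma at a pseudocount of 1 was the plan's first test, kept as an alternative after edgeR had replaced it. How many genes and lists pass an adjusted threshold differs widely between tests, and the cause was not tested for any count that moved. Some settings change more than 1 choice: the unmoderated linear model uses log2(FPKM + 1) and the 6 libraries compared, and limma and voom replace edgeR's test, so none of these counts belongs to a single choice. In simulated counts with 3 libraries per group, edgeR found 0 of 50 genes changed by 2-fold and 43 of 50 changed by 16-fold at an adjusted p of 0.05.

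Genes higher in the MV than in the CON group at an adjusted p of 0.05 (0 in edgeR) numbered 2 with limma at a pseudocount of 0.1 and 10 in voom with library weights. Added settings gave 94 in DESeq2, 111 without a filter, 108 on the 6 libraries, 109 on these without a filter and 2 in limma at a pseudocount of 1. Further added settings gave 72 in edgeR's exact test on 6 libraries and 68 without a filter, 88 in its likelihood ratio test and 88 without a filter, and 7 in the quasi-likelihood test on 6 libraries without a filter. Genes lower (0 in edgeR) numbered 10 in voom with library weights. In the same added settings they numbered 60, 70, 94 and 97 in DESeq2, 68 and 54 in the exact test, 80 and 67 in the likelihood ratio test and 2 in the quasi-likelihood test.

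At the study thresholds, genes higher in the MV group (364) numbered 212 in limma after quantile normalization and 201 in the unmoderated linear model. With added settings and no filter they were 606 in DESeq2 on 6 libraries, 593 on 9, 570 in the exact test, 749 in the likelihood ratio test and 580 in the quasi-likelihood test. With the ratio of mean FPKM as fold change the first 4 gave 640, 628, 599 and 781. Leaving out each library gave 248 to 447. Genes lower (352) numbered 129 in the unmoderated linear model and 654 in voom with library weights. Added settings gave 668 in DESeq2 on 6 libraries without a filter, 580 on 9, 180 in limma at a pseudocount of 1 and 541 in the exact test and 570 without a filter. They also gave 579 in the likelihood ratio test and 779 without a filter, and 580 in the quasi-likelihood test on 6 libraries without a filter. The ratio of mean FPKM gave 636, 547, 541 and 748 for the settings without a filter. Leaving out each library gave 258 to 421.

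For the MV_PEEP group against the CON group, genes higher at an adjusted p of 0.05 (0) numbered 2 and 1 with limma at pseudocounts of 0.1 and 0.01, 1 in limma after quantile normalization, 4 in the unmoderated linear model and 1 in voom with library weights. Without CON replicate 3 the number was 1. Added settings gave 56 in DESeq2, 84 on 6 libraries without a filter and 2 in limma at a pseudocount of 1. Lower (0) were 1 in voom with library weights and 42 and 69 in DESeq2. At the study thresholds, higher (358) were 551 and 549 with limma at the small pseudocounts, 590 without a filter, 194 in limma after quantile normalization and 553 in DESeq2 on 6 libraries without a filter (added). Lower (336) were 188 and 182 with limma, 93 in the unmoderated linear model, 522 in voom with library weights, 561 in DESeq2 on 6 libraries without a filter (added) and 152 in limma at a pseudocount of 1 (added).

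For the MV_PEEP group against the MV group, genes higher at an adjusted p of 0.05 (0) numbered 1 without MV replicate 1. Added settings gave 9 in DESeq2, 4 on 6 libraries without a filter and 1 in limma at a pseudocount of 1. Lower (0) were 6 and 6 in DESeq2. At the study thresholds, higher (264) were 506 without a filter, 53 in limma after quantile normalization, 172 with only the 6 libraries, 143 with a replicate block and 26 in the unmoderated linear model. They were 164 without MV replicate 3, 611 without MV_PEEP replicate 1, 76 without MV_PEEP replicate 3 and 102 in limma at a pseudocount of 1 (added). Lower (126) were 56 and 59 with limma at pseudocounts of 0.1 and 0.01, 204 without a filter, 75 in limma after quantile normalization, 23 in the unmoderated linear model and 229 in voom with library weights. They were 195 without MV replicate 1, 337 without MV_PEEP replicate 1, 128 without MV_PEEP replicate 2, 213 in DESeq2 on 6 libraries without a filter (added) and 42 in limma at a pseudocount of 1 (added).

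Lists that passed numbered 22 for the MV against the CON group, 1 with an estimated correlation and 3 with fry; 22 for the MV_PEEP against the CON group, 1 and 2; and 8 for the MV_PEEP against the MV group, 0 and 0, and 5 to 15 when each library was left out. All 98 named genes kept their direction and their side of an adjusted p of 0.05 with no filter, median-ratio scaling, only the 6 libraries, a replicate block or no trend. DESeq2 (added) took 45 of them past it and voom with library weights 14, and apart from GAPDH none turned direction in any setting. Of the 29 lists described, 8 kept their result with an estimated correlation, 10 with fry and 27 on log2(FPKM + 0.1). The direction of camera's test turned for oxidative phosphorylation without CON replicate 1 (median 0.093; -0.49 without CON replicate 2) and the cell cycle without CON replicate 2 (0.077) or 3 (-0.010; with all libraries -0.035). It also turned for glucocorticoid-responsive genes without MV replicate 1 (-0.097; 0.60 without MV replicate 3) and the circadian clock without MV replicate 3 (-0.148; -0.67 without MV replicate 1; with all libraries -0.355). In the circadian clock, and in the cell cycle without CON replicate 3, the median kept its sign. GAPDH (0.02) turned to -0.20 with limma at pseudocounts of 0.1 and 0.01 and, added, 1, to -0.0552 at a mean FPKM of at least 2 and to -0.0632 in limma after quantile normalization. It was -0.20 in the unmoderated linear model and -0.59 in voom with library weights. Without CON replicate 2, CON replicate 3 and MV replicate 3 it was -0.0535, -0.26 and -1.07, and the highest value was 0.41, without MV replicate 1. Terms of Fig. 3C at an unadjusted p under 0.05 numbered 4, and 1 with only the higher genes, 3 with only the lower genes (added) and 5 with DESeq2 on 6 libraries without a filter (added). In that DESeq2 setting skeletal muscle contraction (Fisher's exact adjusted p = 0.0013), cell adhesion (6.8e-04) and extracellular matrix organization (0.031) passed. Genes past an adjusted p of 0.05 give no value, since there are 0. The correlation of the changes in the 2 ventilated groups (r = 0.568) kept its sign in every setting. Both changes share the 3 controls, which in simulations without any group difference gave r from 0.465 to 0.538. The kept sign is therefore no evidence of a shared effect.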

Differences from the paper's values

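The alternatives called added below were chosen after the values were seen. Rich factors, the share of a term's genes that are differentially regulated, differ from those of Fig. 3C in 5 terms. For aging the paper's value is about 0.15 in Fig. 3C, read by eye, and the value here is 0.048. For replicative senescence the paper's is about 0.33 (Fig. 3C, read by eye) and 0.50 was found here, 1 of 2 genes. The annotation of the table holds only these 2 genes for the term, from which a share of about 0.33 cannot come. For the DNA damage response by p53 class mediator resulting in cell cycle arrest the paper's is about 0.13 (Fig. 3C, read by eye) and 0 here. For intrinsic apoptotic signaling in response to DNA damage by p53 class mediator the paper's is about 0.12 (Fig. 3C, read by eye) and 0.056 here. For skeletal muscle contraction the paper's is about 0.42 (Fig. 3C, read by eye) and 0.27 here. Of the alternatives set before the data were examined, neither a background of every annotated gene (0.027, 0.50, 0, 0.045 and 0.25 in this order) nor the higher genes alone (0, 0, 0, 0.056 and 0.27) comes within 1.5 times of the paper's values for these terms.

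The paper states a significant enrichment of genes on ageing, on replicative senescence and on signal transduction in response to DNA damage; here the unadjusted p-values of Fisher's exact test were 0.693, 0.106 and 0.245. Chronological cell aging and the term on transcription of the p21 class mediator have 0 genes in the annotation of the table. The gene sets behind Fig. 3C therefore differ from these, at least for those terms and for replicative senescence. The p-values and rich factors here are thus no like-for-like comparison with the paper's. With the genes past the study thresholds in DESeq2 on the 6 libraries compared and no filter, an added setting, replicative senescence held 2 of 2 genes (Fisher's exact p = 0.0044, and 0.0020 against every annotated gene). Aging held 4 of 28 there (Fisher's exact p = 0.112) and signal transduction in response to DNA damage 1 of 5 (0.291). In that setting, chosen after seeing the values, the rich factors of aging (4 of 28) and of intrinsic apoptotic signaling in response to DNA damage by p53 class mediator (3 of 18) come within 1.5 times of the paper's, and it drops 0 of the 10 heatmap genes. Against every annotated gene the rich factor of skeletal muscle contraction (7 of 12) does so too. Skeletal muscle contraction (p = 0.019), muscle contraction (p = 0.0027), cell adhesion (p = 0.027) and extracellular matrix organization (p = 0.0017), also terms of Fig. 3C, passed an unadjusted p of 0.05 in Fisher's exact test here.

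The paper counts 499 genes up and 519 down, a total of 1018, without stating a threshold for the RNA-seq; at the dashed lines of Fig. 3A edgeR gave 364 and 352 here, a total of 716, within 1.5 times of the paper's. Among the alternatives set before the data were examined, no filter gave 524 and 468, only the 6 libraries compared 387 and 473, and voom with library weights 431 and 654. Added settings, chosen after seeing the values, came closest: DESeq2 on the 6 libraries with the filter gave 466 and 522, edgeR's likelihood ratio test with the fold change as the ratio of mean FPKM 521 and 516, and edgeR's exact test with that ratio 492 and 481. Voom with library weights drops 2 of the paper's 10 heatmap genes, and the other settings named here drop 0. The ordinary linear model on log2(FPKM + 1) of the 6 libraries, which changes the test, the scale and the libraries at once, drops 7, and leaving out MV replicate 1 drops 4.

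The p21 gene CDKN1A, FBXO32, TRIM63, CHEK2 and ANKRD1, which the paper reports as higher, had log2 fold changes above 0 here too.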

Other observations

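The explanations weighed for CDKN1A below were all chosen after its values had been seen, and the comparisons with the MV_PEEP group and the simulation of shared controls were planned before.

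Lists of energy use and stress other than those in the passages also passed camera's test in the MV group at the preset correlation, and none of them did with an estimated correlation. Glycolysis was lower (18 genes, median log2 fold change -0.69, 13 below 0, camera adjusted p = 0.013, 0.503 with an estimated correlation), with SLC2A4 at 33.9 ± 11.8 against 69.2 ± 13.4 FPKM (log2 fold change -1.18) and LDHA at -1.21; it did not pass without CON replicate 1 (0.0656) or MV replicate 1 (0.178). Oxidative phosphorylation was lower (53 genes, median -0.27, 48 below 0, camera adjusted p = 0.031, 0.796 with an estimated correlation), but its libraries overlapped and it turned direction without CON replicate 1 (0.839). Targets of ATF4 and the unfolded protein response were higher (17 genes, median 0.52, camera adjusted p = 0.026, 0.467 with an estimated correlation), with CHAC1 at 3.25 ± 3.98 against 0.0359 ± 0.0621 FPKM, and did not pass without MV replicate 1 (0.474). In MV replicate 3 that list lay below every CON library (-0.58 against -0.44 to -0.34 on the centred log2 scale).

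Endothelial markers were lower (12 genes, median -0.30, camera adjusted p = 0.011, 0.620 with an estimated correlation; EMCN -0.998) and did not pass without CON replicate 2 (0.091) or MV replicate 3 (0.692). Schwann cell markers were lower (6 genes, median -0.59, and -1.35 as a difference of log2 CPM, camera adjusted p = 0.032, 0.480 with an estimated correlation). They did not pass without MV replicate 3 (0.452), and in MV replicate 1 they lay above every CON library (0.58 against -0.12 to 0.35 on the centred scale). In the circadian clock list 8 of 17 genes were above 0 and 9 below, with NFIL3 at 2.96, CRY1 at 1.01 and HLF at -1.32. At an unadjusted p under 0.05, 3 were higher and 2 lower, 2 and 1 when adjusted over the list alone. In fry's test for changes in either direction the p was 6.0e-05, not adjusted over the lists, and the heatmap gene ARNTL is a member. Camera's test looks for a shift in 1 direction, so it cannot show changes both ways. The clock list did not pass it (adjusted p = 0.575). Autophagy (camera adjusted p = 0.073), glucocorticoid-responsive genes (0.073), macrophage markers (0.079), interferon response (0.192) and apoptosis (0.925) did not pass either. The genes the study measured by qPCR passed as a list (8 of 9 tested, camera adjusted p = 4.6e-05, 0.145 with an estimated correlation).

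In the MV_PEEP group against the CON group, 0 genes passed an adjusted p of 0.05 in edgeR. AQP7 stood at 36.8 ± 6.67 FPKM, SAA3 at 1124 ± 1044, CD36 at 327 ± 235 and NQO1 at 39.2 ± 2.40 (log2 fold change 1.76), with PARP3 at 2.64 and KLF11 at 1.74; lower were SAPCD1 (-2.71), HMCN2 (-2.85), DNASE1 (-4.17), MTSS1 (-2.66), RASD2 (-2.75) and DYRK1B (-1.59), with adjusted p = 0.214 for AQP7 and 0.320 for the others. Of 42 lists 22 passed camera's test, 13 up and 9 down. Oxidative phosphorylation was lower in 53 of 53 genes (median -0.76, camera adjusted p = 1.1e-16, 0.408 with an estimated correlation), with fast-fibre genes (median -0.92, camera adjusted p = 3.1e-05, 0.425), slow-fibre genes (-0.96, 2.8e-04, 0.326), smooth muscle markers (-0.75, 3.1e-04, 0.243) and glycolysis (-0.51, 5.9e-04, 0.425). On the centred scale oxidative phosphorylation stood at 0.29, -0.33 and -0.96 in MV_PEEP replicates 1, 2 and 3, against -0.10 to 0.61 in the CON libraries, and fast-fibre genes at -0.01, 0.59 and -1.17 against 0.08 to 0.85, so replicate 3 carries most of both. Fatty acid use was higher in 15 of 18 genes (median 1.07, camera adjusted p = 1.8e-10, 0.233 with an estimated correlation), with neutrophil markers (3.70, 2.3e-05, 0.326), NRF2 targets (0.48, 1.3e-04, 0.233), macrophage markers (1.48, 12 of 12, 2.2e-04, 0.435) and adipocyte markers (2.55, 0.021, 0.495). Proteasome subunits did not pass (median 0.18, camera adjusted p = 0.093).

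Against the MV group, the MV_PEEP group had 264 genes higher and 126 lower at the study thresholds and 0 past an adjusted p of 0.05 in edgeR (smallest 0.985). Among the genes with the smallest p and no overlap were RFX5 (1.88), RENBP (1.76), NDST1 (1.03) and ARHGEF17 (1.62), and on the lower side MTSS1 (-3.02, 0.999 ± 0.646 against 6.59 ± 2.63 FPKM), ODC1 (-1.10), PRKAG2 (-2.53), CTPS1 (-1.03) and NDUFAF4 (-1.06), each with adjusted p = 0.985. PRKAG2 stood at 55.9, 7.12 and 5.19 FPKM in MV replicates 1, 2 and 3, so its difference comes mostly from replicate 1. ADAMTS16, with no count in the MV group, stood at 1.18 ± 1.84 FPKM and ALOX15 at 5.17 ± 8.56 against 0.00764 ± 0.0131, both mostly from MV_PEEP replicate 3 (3.31 and 15.1 FPKM). Camera's test passed for 8 lists, each with an adjusted p of 0.824 at an estimated correlation: oxidative phosphorylation (-0.52, 50 of 53 lower, 1.3e-11), proteasome subunits (-0.45, 36 of 37 lower, 7.7e-10), heat shock genes (-0.60, 8.3e-07), stretch-responsive genes (-0.96, 1.1e-04) and T and NK cell markers (-1.16, 0.0041) were lower, and matrix genes (1.06, 41 of 41 higher, 0.0011), endothelial markers (0.33, 0.027) and adipocyte markers (2.05, 0.027) higher. In MV_PEEP replicate 3 the adipocyte, fibroblast, macrophage, mesothelial and matrix lists stood high (3.47, 2.61, 2.24, 2.60 and 2.20 from the mean of the 9 libraries on the log2 scale), and in CON replicate 2 the fibroblast (1.51) and matrix lists (1.33). The other MV_PEEP libraries did not lie above the MV libraries in the matrix list (-1.08 and -0.43 against -0.87 to -0.24) or the adipocyte list (-0.63 and -0.48 against -0.68 to -0.16).

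The changes of the 2 ventilated groups from the CON group went together (r = 0.568 over 12981 genes), and they share the 3 controls, which alone give a correlation. In 20 simulations without any group difference the mean r was 0.505 (range 0.465 to 0.538). These drew each gene independently, while genes in the libraries vary together. Unchanged groups could therefore range more widely than simulated, so an excess over these values does not show a shared effect of ventilation. The observed covariance was 0.531 and the simulated mean 0.292. At the study thresholds 136 genes were higher in both groups, against a mean of 87 in the simulations, 141 were lower in both, against 36.05, and 0 went in opposite directions. With 3 controls the set cannot be divided to give each group its own.

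CDKN1A was high in MV replicates 1 and 2 (27.9 and 10.5 FPKM) and not in MV replicate 3 (1.49). The total count of MV replicate 3, 43697018, was the highest of the 9, which argues against low depth. Over the 9 libraries CDKN1A followed the median of the other p53 targets (Pearson r = 0.831, exact permutation p = 0.0066) and that of the ATF4 list (r = 0.931, permutation p = 2.0e-04; adjusted over 4 lists 0.0066 and 7.9e-04), and so did inflammation (r = 0.884) and the glucocorticoid list (r = 0.869). The permutations moved libraries across the groups, so differences between the groups enter these p-values. With each group's mean removed the r was 0.717 for p53 targets, 0.916 for the ATF4 list, 0.884 for inflammation and 0.936 for the glucocorticoid list. Without MV replicate 1 and CON replicate 1 the r was 0.654 for p53 targets and 0.904 for the ATF4 list. All 4 lists followed CDKN1A, so the correlations single out none of them. A p53 response and an ATF4 stress response may each raise CDKN1A, and they cannot be told apart with these libraries.

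In the MV_PEEP group CDKN1A stood at 3.77, 9.14 and 12.3 FPKM, all above the CON group (log2 fold change 1.83, exact permutation p = 0.1). GAPDH, the reference gene of the study's qPCR, had a log2 fold change of 0.02 between the MV and CON groups but spread widely, 3656 ± 2793 against 3663 ± 1228 FPKM. ACTA1 stood at 17071 ± 4275 against 33342 ± 3494 FPKM (log2 fold change -1.02, unadjusted p = 0.122 from edgeR).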
